# Methylation of ribosomal RNA by NSUN5 is a conserved mechanism modulating organismal lifespan

**DOI:** 10.1038/ncomms7158

**Published:** 2015-01-30

**Authors:** Markus Schosserer, Nadege Minois, Tina B. Angerer, Manuela Amring, Hanna Dellago, Eva Harreither, Alfonso Calle-Perez, Andreas Pircher, Matthias Peter Gerstl, Sigrid Pfeifenberger, Clemens Brandl, Markus Sonntagbauer, Albert Kriegner, Angela Linder, Andreas Weinhäusel, Thomas Mohr, Matthias Steiger, Diethard Mattanovich, Mark Rinnerthaler, Thomas Karl, Sunny Sharma, Karl-Dieter Entian, Martin Kos, Michael Breitenbach, Iain B.H. Wilson, Norbert Polacek, Regina Grillari-Voglauer, Lore Breitenbach-Koller, Johannes Grillari

## Abstract

Several pathways modulating longevity and stress resistance converge on translation by targeting ribosomal proteins or initiation factors, but whether this involves modifications of ribosomal RNA is unclear. Here, we show that reduced levels of the conserved RNA methyltransferase NSUN5 increase the lifespan and stress resistance in yeast, worms and flies. Rcm1, the yeast homologue of NSUN5, methylates C2278 within a conserved region of 25S rRNA. Loss of Rcm1 alters the structural conformation of the ribosome in close proximity to C2278, as well as translational fidelity, and favours recruitment of a distinct subset of oxidative stress-responsive mRNAs into polysomes. Thus, rather than merely being a static molecular machine executing translation, the ribosome exhibits functional diversity by modification of just a single rRNA nucleotide, resulting in an alteration of organismal physiological behaviour, and linking rRNA-mediated translational regulation to modulation of lifespan, and differential stress response.

## Abstract (web summary)

Cellular pathways modulating longevity and stress resistance are known to affect protein translation. Here the authors show that the RNA methyltransferase, Nsun5, or its yeast homologue Rcm1, regulates lifespan of three different model organisms by modifying ribosomal RNA at a specific cytosine residue.

Aging is a complex process characterized by a decline in cellular homeostasis and accumulation of damage that can lead to age-related pathologies. Novel factors and pathways are constantly emerging, but only few are evolutionarily conserved and well understood.

One of these factors is the reduction of overall protein synthesis by either genetic or dietary interventions, which was shown to extend the lifespan in a wide range of different aging models^1^,^2^,^3^,^4^,^5^,^6^,^7^,^8^,^9^. A reduction in protein synthesis and a concomitant increased lifespan were already demonstrated by altering the availability or function of translation initiation factors^1^,^2^,^3^,^5^ or ribosomal proteins^1^,^4^,^6^,^7^,^8^,^9^. However, as it is the case for other interventions designed to counteract aging, also here an enhanced lifespan is coupled to decreased growth and fecundity, supporting the antagonistic pleiotropy hypothesis of aging^10^.

Importantly, the decrease in bulk translation induced by the loss of translation initiation factor eIF4G or dietary restriction is accompanied by an increase in the translation of specific subsets of mRNAs, which is required for the maximal lifespan extension by these interventions^11^,^12^. In addition, oxidative and heat stress were shown to alter specific mRNA recruitment into translating ribosomes^13^,^14^,^15^. Taken together, these and other reports indicate that ribosomes are able to post-transcriptionally modulate the gene expression in response to various environmental stimuli by altering initiation and elongation rates of specific mRNAs with rare codons or *cis*-regulatory elements, such as upstream open reading frames and internal ribosome entry sites^13^,^16^,^17^. Differential expression of ribosomal building blocks, as well as post-transcriptional modifications of ribosomal proteins and rRNAs, then generate ‘specialized’ ribosomes in response to environmental conditions^18^,^19^,^20^. Interestingly, to the best of our knowledge and in contrast to ribosomal proteins and initiation factors, the role of rRNA modifications in aging and ribosomal stress response was not studied so far.

In this report, we identified the RNA methyltransferase NSUN5 to modulate the lifespan and stress resistance of flies, worms and yeast. Using bisulfite sequencing, we could show that the worm and yeast homologues of NSUN5, NSUN-5 and Rcm1, methylate 28S/25S rRNA and that in yeast loss of this methylation induces structural changes that provide altered translating ribosomes under oxidative stress. Importantly, under unstressed conditions we observed in Rcm1-deficient yeast cells a decrease in translational fidelity and an increase in recruitment of stress-specific mRNAs to translating ribosomes, which might explain the increased stress resistance and lifespan.

## Results

### NSUN5 is differentially regulated in cellular aging models

To identify conserved genetic regulators of aging, we recently performed genome-wide comparative transcriptional profiling with selected human-, mouse- and yeast-based aging models. Gene and miRNA expression profiles were measured, analysed, and entered into GiSAO.db (Genes involved in Senescence, Apoptosis and Oxidative stress database)^21^. From this, NSUN5 was shown to be less abundant in senescent kidney cells compared to early passage cells, and in mesenchymal stem cells derived from old and middle aged donors as compared with young donors (Supplementary Fig. 1a,b). Likewise, *RCM1*, the *Saccharomyces cerevisiae* homologue of NSUN5, was downregulated in chronologically aged yeast cells (Supplementary Fig. 1c). Among the differentially regulated genes, NSUN5 caught our special interest because it also physically associates with the PRP19/SNEV-containing complex (personal communication A.L. and J.G.), which we have shown to be involved in the modulation of cellular lifespan and stress resistance in a partially ATM-dependent manner^22^. This prompted us to characterize the function of NSUN5, one of around 30 heterozygously deleted genes on chromosome 7 in Williams Beuren syndrome^23^, in the context of organismal aging.

### NSUN5 modulates the lifespans of model organisms

To study if NSUN5 is causally involved in the aging process, we tested if its downregulation in yeast, worm and fly would modulate their respective lifespans. Therefore, we identified the previously uncharacterized open reading frames CG42358 (NCBI Unigene accession code NP_650787.1) in *Drosophila melanogaster*, Y53F4B.4 (NP_497089.2) in *Caenorhabditis elegans* and YNL022C (NP_014376.3) in *S. cerevisiae* as the closest sequence homologues to the human protein. An alignment of protein sequences of NSUN5 homologues showed high conservation, especially within the functional domain of an RNA methyltransferase (Fig. 1). We propose using the names NSUN5 (Nop2/Sun-like domain containing protein 5) for the human gene, *RCM1* (rRNA cytosine methylase) for the yeast, *dNsun5* for the fly, and *nsun-5* for the worm homologue.

We first drove ubiquitous expression in male flies with an act5C-Gal4 driver of two different RNA interference (RNAi) constructs in three different RNAi lines targeting *dNsun5*. Remarkably, we observed a robust 16–20% increase in the mean lifespan of all three RNAi lines compared with the control (Fig. 2a and Supplementary Table 1), while no statistically significant differences in size, locomotion or fertility were detected (Supplementary Fig. 2). In contrast, overexpression of *dNsun5* with the same act5C-Gal4 driver significantly reduced mean lifespan by 58% (Supplementary Fig. 3 and Supplementary Table 1).

We next subjected *C. elegans* to *nsun-5* RNAi, while worms were fed *ad libitum* during development, then given single doses of food at the beginning of adulthood and 1 week later. Again, the mean lifespan was significantly extended by 17% (Fig. 2b and Supplementary Table 2). Similar to fly, neither animals exposed to *nsun-5* RNAi, nor the *nsun-5* mutant strain JGG1, showed any significant difference in size, locomotion or pharyngeal pumping (Supplementary Fig. 4).

Finally, we also tested *rcm1* knockout in yeast. We detected an increase in chronological lifespan of *rcm1*-knockout cells compared with wild type (wt), both by analysing survival in water (Fig. 2c), as well as in SC spent medium (Supplementary Fig. 5a). In contrast, we observed a reduction in replicative lifespan (Supplementary Fig. 5b), which is in accordance with reports showing that chronological and replicative lifespans rarely correlate^24^.

### Lifespan modulation by NSUN5 depends on nutrition

The observed increase in lifespan seems to be conditional to media composition and feeding protocols. *dNsun5* RNAi did not increase lifespan in flies fed with a diet that was richer in sugar and yeast (Fig. 2d and Supplementary Table 1). Similarly, *ad libitum* feeding of the worms during the whole life completely abrogated *nsun-5* RNAi-mediated lifespan extension in NL2099 (Fig. 2e and Supplementary Table 2). In accordance with our initial finding, the lifespan of *eat-2* mutant worms, which are dietary restricted due to a decreased pharyngeal pumping rate, was again extended by *nsun-5* RNAi (Fig. 2f and Supplementary Table 2). Similarly, the lifespan of *nsun-5* mutant worms was extended by complete removal of food during adulthood, but not by *ad libitum* feeding (Supplementary Fig. 6). A similar phenomenon may happen in yeast: for chronological lifespan—increased by *rcm1* knockout—cells stay in a very low metabolic state, whereas for division during replicative lifespan cells require and utilize larger amounts of energy. Taken together, these findings suggest that reduced NSUN5 availability only influences lifespan positively when either lower amounts of food, or food with lower energy content is offered. Further studies will clarify this interaction.

### Reduced NSUN5 levels increase resistance to various stresses

Increased lifespan is usually associated with increased stress resistance^25^,^26^. Indeed, also in the case of reduced NSUN5, resistance to stress was increased in flies, worms and yeast. Flies were subjected to heat shock and *dNsun5* RNAi strains showed a significantly higher survival on elevated temperature (Fig. 3a). On treatment with paraquat, a generator of reactive oxygen species (ROS), 60% of *nsun-5* mutant worms survived compared with only 2% of the wt (Fig. 3b). Similarly, *nsun-5* RNAi significantly increased the survival on paraquat containing plates of N2 wt worms (Supplementary Fig. 5c). Accordingly, plate assays with *S. cerevisiae* demonstrated an increased resistance of the *rcm1*-knockout strain against H_2_O_2_ (Fig. 3c and Supplementary Fig. 5d), as well as heat shock (Fig. 3c and Supplementary Fig. 5e). Also in liquid medium in the presence or absence of H_2_O_2_, *rcm1*-knockout yeast proliferated under mild oxidative stress as well as unstressed wt cells (Supplementary Fig. 5f). Taken together, these data suggest that the loss of NSUN5 confers increased resistance to different types of stress in a conserved manner.

### NSUN5 is a conserved rRNA methyltransferase

We next investigated the molecular mechanism by which NSUN5 modulates lifespan and stress resistance, using yeast. Rcm1 has an m^5^C-RNA methyltransferase domain with two highly conserved cysteines (C330 and C404) forming the active centre^27^,^28^, as well as an *S*-adenosyl-methionine (SAM)-binding pocket (Fig. 4a). Rcm1 localizes to the nucleoli^28^,^29^ and interacts with the methyltransferase adaptor protein Trm112 (ref. 30). Human NSUN5 also co-precipitates with ribosomes^31^. These findings all suggest a role in rRNA modification during early ribosome biogenesis. Indeed, Sharma *et al.* and Gigova *et al.*^28^,^32^ recently demonstrated that Rcm1 directly methylates cytosine 2278 (C2278) of 25S rRNA. C2278 is located in an rRNA region neighbouring several other highly conserved modified rRNA nucleotides with 100% sequence conservation from yeast to *C. elegans* and *D. melanogaster*. This region is located in close proximity to the peptidyltransferase centre of the large ribosomal subunit (Fig. 4b,c)^33^, suggesting that it is important for core ribosomal function. We decided to confirm that Rcm1 is indeed responsible for methylating C2278 and to test if this methylation might be ROS dependent.

To this aim, we performed comparative bisulfite sequence analysis from wt and *rcm1*-knockout strains and also included RNA from cells stressed with H_2_O_2_ (0.4 mM) for 30 min and 90 min, respectively. In *rcm1*-knockout cells, C2278 was not methylated under all conditions tested, while in wt cells ~80% of rRNA isolated from ribosomal gradients was methylated at C2278, independent of oxidative stress (Fig. 4d and Supplementary Fig. 7). Thus, we conclude that Rcm1 is necessary and sufficient for the formation of a large C2278-methylated subpopulation of ribosomes, both under normal and oxidative stress conditions.

By applying the same method to *C. elegans*, we could prove that C3381, which corresponds to yeast C2278, is indeed methylated by *nsun-5* (Fig. 4e). Thus, not only the modifying enzyme, but also the target site and probably molecular mechanism are highly conserved between these two organisms.

To demonstrate that methylation of C2278 and no other molecular activity of Rcm1 is required for Rcm1-mediated lifespan extension, we performed chronological lifespan assays with yeast strains in which all rDNA repeats have been deleted. This loss of rDNA was complemented with plasmids carrying either wt rDNA, or rDNA with a point mutation exchanging C2278 to non-methylatable G2278 (ref. 28). Indeed, the strain carrying the C2278G rDNA plasmid showed a significantly extended chronological lifespan (Fig. 4f). These data suggest that the lack of NSUN5 methylation activity towards a single nucleotide of rRNA is indeed sufficient for the observed lifespan modulation.

### Loss of Rcm1 leads to structural changes of rRNA on stress

A recent report suggests that the loss of a cluster of methylations including C2278 leads to structural changes and ribosome instability under high-salt conditions^32^. To investigate if there are any conformational changes of the ribosome as a consequence of the loss of Rcm1 function alone, we performed structural probing employing the single-strand specific chemical probe dimethyl sulfate (DMS). Ribosomes isolated from yeast wt or from *rcm1*-knockout cells were analysed in the presence or absence of oxidative stress (Fig. 5). While after 30 min of oxidative stress, some universally conserved nucleotides surrounding position C2278 became more accessible to DMS in the absence of Rcm1, this effect diminished after 90 min (Fig. 5). Thus, the loss of Rcm1-mediated methylation of C2278 leads to a transient structural change in the presence of H_2_O_2_, likely leading to a more relaxed 25S rRNA fold in the vicinity of C2778.

### Methylation by Rcm1 modulates the function of ribosomes

We next investigated which functional changes occur in translating ribosomes as a consequence of the Rcm1-mediated structural alterations of rRNA. Therefore, we performed polysome profile analysis, which provides a snapshot of the translationally active ribosome population^34^. Interestingly, comparison of the profiles obtained from wt and *rcm1*-knockout cells did not show differences in the distribution of polysomes, 80S monosomes and free subunits, as previously reported^28^ (Fig. 6a and Supplementary Fig. 8).

However, as *rcm1*-dependent conformational changes of the ribosome occur only on oxidative stress, we tested if also the polysome profiles were influenced by ROS using a single-dose treatment of 0.4 mM H_2_O_2._ After 30 min, the stoichiometry between the actively translating ribosome population, that is, the polysomes, was shifted towards the 80S monosome peak as reported^15^, both in wt and rcm1-knockout cells. Of note, the increase in the 80S monosome peak in *rcm1*-knockout cells was by 33% more pronounced (Fig. 6b and Supplementary Fig. 8). This suggests that the presence of C2278 methylation in wt cells limits, while loss of C2278 methylation in *rcm1*-knockout cells intensifies the shift from polysomes towards more 80S monosomes on acute stress. After 90 min of H_2_O_2_ treatment, the ribosomal profiles of *rcm1*-knockout cells resembled those of the wt, both approaching the unstressed status again (Fig. 6c). These results are in line with the DMS-probing results above, showing the main difference in the ribosome structure only 30 min after exposure to ROS, and suggest that the Rcm1-dependent methylation of C2278 is important for a balanced ribosomal response to acute stress.

To investigate the functional consequences that may result from lack of C2278 methylation, we tested translational fidelity of ribosomes lacking C2278 methylations using a luciferase reporter construct with a premature termination codon (PTC). Rcm1 knockout promoted read-through of the premature stop codon by a factor of 2, compared with wt cells. Expression of the same reporter lacking a PTC (no PTC) was reduced in Rcm1-knockout cells (Fig. 6d). This resembled increased read-through of the PTC reporter induced by oxidative stress in wt yeast (Fig. 6e).

### Rcm1 reprograms the translational oxidative stress response

Since it has been previously reported that oxidative stress alters the fidelity of mRNA translation, increasing misreading and stop codon read-through^13^,^16^, these results suggest that the absence of C2278 methylation resembles an activated cell status that counteracts oxidative stress. To test this idea, we analysed the mRNA recruitment pattern into polysomes versus total cellular mRNAs under different oxidative stress conditions by microarrays.

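The mRNAs in polysomes and in the whole lysate were measured on 24 two-colour Agilent yeast arrays, with 1 array per RNA sample. Polysomal and total RNA came from wt and *rcm1*-knockout cells of the parent strain BY4741 after 0, 30 and 90 min in 0.4 mM H_2_O_2_, which makes 12 groups of 2 arrays. The 2 arrays of a group are biological replicates from different days. The polysomal and total RNA of a replicate come from the same lysate, so that there are 12 lysates, 2 for each genotype and time. Each sample carried Cy3 and was hybridized with a common reference pool in Cy5, without a dye swap. The arrays lie on 3 slides of 8 arrays, and every slide holds several groups. The sample labels place the addition of cycloheximide after the 30 or 90 min in H_2_O_2_, while the Methods count the incubation with cycloheximide into these times. An array carries 13048 spots, of which 536 are controls and 12512 read 6256 probes with 2 spots each. These probes stand for 6225 genes, 29 of which have 2 probes. Over the 24 arrays, the median brightness of the gene spots above their local background was 249 to 871 intensity units in the sample channel (median 488) and 756 to 1160 in the reference channel (median 982). In wt cells, the 2 arrays had median sample intensities of 281 and 310 (0 min), 263 and 468 (30 min), and 375 and 556 (90 min) in polysomal RNA. In total RNA of wt cells, they had 518 and 709, 353 and 507, and 526 and 871 at the same times. In *rcm1*-knockout cells, the arrays had 289 and 519, 249 and 522, and 658 and 838 in polysomal RNA, and 310 and 331, 319 and 600, and 313 and 689 in total RNA. Between 87.4% and 95.4% of the gene spots of an array were well above background in the sample channel. The precision is limited by the number of arrays, 2 in each group.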

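The scanner files hold the mean intensity of each spot and the median intensity of its local background in both channels, as the authors read them with Agilent Feature Extraction and without normalization. Their headers name version 11.0.1.1 of this software and another scanner model than the Methods. From these intensities, the steps of the Methods were repeated with limma. The background was corrected by normexp with an offset of 0, intensities were normalized by loess within arrays and by Aquantile between arrays, and the log2 ratio of sample over reference was averaged over the 2 spots of a probe. Control spots and the 109 spots that the software marked as outliers (0.0363% of the gene spots) were left out, and 0 gene spots were saturated. A linear model with the 12 groups was fitted to all arrays at once, so that every comparison shares an estimate of the spread. The lysate entered as a random block with a consensus correlation of 0.414, which left 12 residual and, with the prior of limma, 16.7 total degrees of freedom. The values that the authors processed themselves are log2 ratios of reference over sample. With their sign turned, they correlated across the 6256 probes of an array with the ratios computed here at r = 0.977 to 0.995, where probes are not independent replicates.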

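Within a lysate, the log2 ratio of an mRNA in polysomal RNA minus its log2 ratio in total RNA cancels the common reference pool. In wt cells, this value lay beyond a 2-fold change in either direction for 284 and 250 genes in the 2 lysates at 0 min, for 820 and 368 genes at 30 min, and for 932 and 1157 genes at 90 min. The lysates of *rcm1*-knockout cells had 700 and 651 such genes at 0 min, 241 and 881 at 30 min, and 782 and 208 at 90 min. These counts describe single lysates and rest on no test. The SD over genes lay between 0.452 and 0.768 in the 12 lysates. The 2 lysates of a group correlated across genes, which are not independent replicates, at r = 0.63 (0 min), 0.36 (30 min) and 0.87 (90 min) in wt cells. The lysates of *rcm1*-knockout cells correlated at r = 0.75, 0.44 and 0.57 at these times.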

To estimate the efficiency of translation of individual mRNAs, we calculated the translational efficiency (TE) as ratio between signal intensity in the polysome fraction (‘translatome’) versus signal intensity in the total yeast cell lysate (‘transcriptome’) for each probe set on the array (Fig. 7a). Genes with at least twofold up- or downregulation at *P*<0.05 (multiple comparison adjusted *t*-test) were defined to be significantly translationally up- or downregulated.

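The adjusted *P* values used here come from the moderated test of limma with Benjamini-Hochberg adjustment over the 6256 probes, and a gene was called where any of its probes passed both limits. Among the genes with 2 probes, 0 had called probes that moved in opposite directions. With the adjusted *P* value alone and without the fold change, 528 genes passed in wt cells at 0 min, 855 at 30 min and 2294 at 90 min. For *rcm1*-knockout cells, 1620, 966 and 914 genes passed at these times. The definition was tested on simulated ratios with the spread and lysate correlation of these arrays and a log2 TE of 1.5 planted in 200 probes. In the simulated wt cells at 90 min, 170 of the planted probes (85%) were recovered with 5 false calls, and in the simulated *rcm1*-knockout cells at 0 min 165 (82.5%) with 1 false call.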

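Wild-type cells were compared on 12 of the arrays. At 0 min, 129 genes were called, 44 with higher and 85 with lower TE. At 30 min, 261 genes were called, 53 higher and 208 lower, and at 90 min 935, 436 higher and 499 lower. For 13, 27 and 29 of these genes, the probe was not well above background on either array of at least 1 of the groups compared. Of the genes called in wt cells, 28 were called at 0 min only, 125 at 30 min only and 779 at 90 min only, while 41 were called at all 3 times. The calls at 0 and 30 min shared 61 genes, and those at 30 and 90 min 116 genes, of which 113 had the same direction. The count at 0 min fell with each of its arrays left out, to 38 and 84 without the polysomal array of replicate 1 and 2 and to 26 and 68 without the total RNA array of replicate 1 and 2. At 30 min, 533 genes were called without the polysomal array of replicate 2 and 418 without its total RNA array. At 90 min, the count stayed between 659 and 895. A fit to the 4 arrays of a condition alone lowered the count at 30 min from 261 genes to 1 gene. Of the 854 genes called at 90 min and not at 0 min, 775 had a TE of the same sign at 0 min, with a median size on the log2 scale of 0.46 against 1.25 at 90 min. When the change in TE itself was tested with limma, 0 genes were called between 90 and 0 min (smallest adjusted *P* = 0.0601), with 1134 genes at an unadjusted *P* below 0.05. Without the polysomal array of replicate 1 at 90 min 11 genes were called, without the total RNA array of replicate 1 or 2 at 90 min 2 genes and 1 gene, and with array weights estimated by limma 428. Between 30 and 0 min, 0 genes were called (smallest adjusted *P* = 0.601, 289 genes at an unadjusted *P* below 0.05). Without the total RNA array of replicate 2 at 30 min 1 gene was called, and with the signals processed by the scanner software 27 genes.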

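Among the genes called in wt cells with the same sign in both lysates, the lowest TE at every time was that of OLI1 (Q0130). It encodes subunit c of the ATP synthase on the mitochondrial genome (46723 to 46953, release R64 of the S288C sequence). Its log2 TE was −2.76 ± 0.76 at 0 min (SD, n = 2 lysates; adjusted *P* = 0.000953), −3.66 ± 0.85 at 30 min (adjusted *P* = 4.57e-05) and −3.82 ± 0.06 at 90 min (adjusted *P* = 1.3e-05), each with a standard error of 0.38 in limma. At 0 min, YFR057W and YOR024W had the highest TE but were not well above background in either fraction, so no fold change is given. YGL118C, next to OLI1 among the genes with the lowest TE, was not well above background in polysomal RNA, and no fold change is given. At 30 min, TE was highest for YDR396W, with a log2 TE of 1.52 ± 0.30 (standard error 0.29, adjusted *P* = 0.00304), and SPC1 (YJR010C-A, chromosome X, 458077 to 458361), a subunit of the signal peptidase complex, with 1.50 ± 0.27 (standard error 0.30, adjusted *P* = 0.00406). Without the polysomal array of replicate 1, these genes no longer passed (adjusted *P* = 0.0518 and 0.0609), nor did SPC1 without the total RNA array of replicate 1 (adjusted *P* = 0.0504). AI1 (Q0050), a reverse transcriptase within the mitochondrial COX1 gene (13818 to 16322), was lower in polysomal than in total RNA at 30 min (adjusted *P* = 0.000433). It was not well above background in polysomal RNA, and its log2 TE was between −3.96 and −1.60 over the alternatives, so that no fold change is given. At 90 min, TMA23 (YMR269W, chromosome XIII, 804456 to 805091), a nucleolar protein, had a log2 TE of 2.96 ± 0.35 (standard error 0.36, adjusted *P* = 4.22e-05). RRP14 (YKL082C, chromosome XI, 281025 to 282329), a constituent of 66S pre-ribosomal particles, had a log2 TE of 2.89 ± 0.88 (standard error 0.34, adjusted *P* = 3.71e-05). That of ATG41 (YPL250C, chromosome XVI, 74309 to 74719) was −2.73 ± 0.07 (standard error 0.32, adjusted *P* = 3.71e-05). These values compare polysomal with total RNA at 90 min and are not changes from 0 min.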

We found 122 genes to be translationally regulated in untreated wt cells, while after 90 min of oxidative stress the efficiency of translation of 880 genes was significantly different, with only a small overlap of genes in all untreated, 30 and 90 min stressed cells (Fig. 7b, Supplementary Data 1–2). 

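In unstressed *rcm1*-knockout cells, 531 genes were called, 274 with higher and 257 with lower TE, and 26 of them were not well above background in at least 1 of the fractions. With any of the 4 arrays left out, between 372 and 495 genes were called. The difference in TE between *rcm1*-knockout and wt cells at 0 min was tested in the same limma fit. Only YOR024W passed, with a log2 difference of −2.16 (standard error 0.34, adjusted *P* = 0.0441, lower in 2 of 2 pairs of lysates). Its probe was not well above background in any of the 4 groups compared, which leaves no usable fold change. At an unadjusted *P* below 0.05, 395 genes differed. The count of 1 gene fell to 0 when any of 7 of the 8 arrays was left out, the total RNA array of wt replicate 1 being the exception. With array weights estimated by limma, 5 genes were called. Of the 439 genes called in *rcm1*-knockout but not in wt cells at 0 min, 438 had a TE of the same sign in wt cells, with a median size on the log2 scale of 0.63 against 1.18 in the knockout. None of the 439 genes passed the test of the difference, and 111 did so at an unadjusted *P* below 0.05. In simulated ratios, the same test recovered 124 of 200 probes (62%) with a planted log2 difference of 1.5, with 3 false calls, and 184 (92%) with a planted difference of 3, with 8 false calls. Among the called genes with the same sign in both lysates, YLR334C had the highest TE but was not well above background in either fraction. It was followed by NOP7 (YGR103W, chromosome VII, 695417 to 697234), a component of pre-ribosomal particles, with a log2 TE of 2.06 ± 0.31 (SD, n = 2; standard error 0.40, adjusted *P* = 0.00166). The mitochondrial genes OLI1 and Q0297 were lowest, with a log2 TE of −2.75 ± 0.56 (standard error 0.38, adjusted *P* = 0.00019) and −2.54 ± 0.10 (standard error 0.47, adjusted *P* = 0.00135).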

In *rcm1*-knockout cells, however, already under unstressed, basal conditions a high extent of translational regulation of gene expression (474 genes) was observed, suggesting that the lack of C2278 methylation specializes the ribosome complement for recruitment of different mRNAs out of the offered pool of totally transcribed mRNAs. Then, under stress, a blunted response was observed and fewer mRNAs (211 genes for 90 min of H_2_O_2_) were differentially recruited to the polysome fraction (Fig. 7c, Supplementary Data 1–2). 

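In *rcm1*-knockout cells, 255 genes were called at 30 min, 97 with higher and 158 with lower TE, and 231 at 90 min, 108 higher and 123 lower. Both counts depended on single arrays. At 30 min, 69 genes were called without the polysomal array of replicate 2, 134 without its total RNA array and 868 without the polysomal array of replicate 1. At 90 min, 57 genes were called without the total RNA array of replicate 1, 78 without its polysomal array, 145 without the polysomal array of replicate 2 and 658 without its total RNA array. With array weights estimated by limma, 0 genes were called at 30 min. Between 90 and 0 min in *rcm1*-knockout cells, 1 gene passed limma's test of the difference in TE and 259 did at an unadjusted *P* below 0.05. This gene, YER097W, is named because the count is so small and after its values were seen; it rose by 1.78 on the log2 scale (adjusted *P* = 0.00441). It was no longer called without the polysomal or the total RNA array of replicate 2 at 90 min or the total RNA array of replicate 1 at 0 min, each of which gave 0 genes, and 2 genes were called without the total RNA array of replicate 1 at 90 min or the polysomal array of replicate 2 at 0 min. Between 30 and 0 min, 0 genes passed (smallest adjusted *P* = 0.31, 367 genes at an unadjusted *P* below 0.05), while 2 did without the total RNA array of replicate 2 at 30 min and 1 without the polysomal array of replicate 2 at 0 min. Of the 366 genes called at 0 and not at 90 min, 358 had a TE of the same sign at 90 min. Of the 750 genes called at 90 min in wt but not in *rcm1*-knockout cells, 740 had the same sign in the knockout. The difference between the genotypes was called for 0 genes at 90 min (smallest adjusted *P* = 0.47, 481 genes at an unadjusted *P* below 0.05). It was also called for 0 genes at 30 min (smallest adjusted *P* = 0.981, 265 genes at an unadjusted *P* below 0.05), and for 1 gene there without the total RNA array of wt replicate 2 or of either knockout replicate. Within total RNA, 774 genes in wt and 760 in *rcm1*-knockout cells were called between 30 and 0 min, and 1062 and 1693 between 90 and 0 min. Within polysomal RNA, 512 genes in wt and 872 in *rcm1*-knockout cells were called between 30 and 0 min, and 1835 and 1848 between 90 and 0 min. Several of these counts moved by more than 1.5 times with 1 array left out. Without the total RNA array of wt replicate 2 at 0 min, 774 became 481 and 1062 became 658, and 1062 became 579 without that of wt replicate 1 at 90 min. The 760 genes became 306 and 481 without the total RNA array of knockout replicate 1 and 2 at 0 min and 492 without that of replicate 1 at 30 min. The 512 genes became 275 without the polysomal array of wt replicate 1 at 0 min and 305 without that of wt replicate 2 at 30 min. The 872 genes became 440 without the polysomal array of knockout replicate 1 at 0 min, 1753 without that of replicate 1 at 30 min and 294 without that of replicate 2.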

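In *rcm1*-knockout cells at 30 min, YRB30 (YGL164C, chromosome VII, 191978 to 193300), a RanGTP-binding protein, and RRP14 had the highest TE among the called genes with the same sign in both lysates. Their log2 TE was 1.60 ± 0.50 (SD, n = 2; standard error 0.29, adjusted *P* = 0.00274) and 1.59 ± 0.36 (standard error 0.34, adjusted *P* = 0.00662). OLI1 had a log2 TE of −3.56 ± 1.08 (adjusted *P* = 9.27e-05) and ATP6 (Q0085, mitochondrial genome, 28487 to 29266) of −2.27 ± 1.13 (standard error 0.40, adjusted *P* = 0.00217). Without the polysomal array of replicate 2, YRB30 (adjusted *P* = 0.101), RRP14 (adjusted *P* = 0.123) and ATP6 (adjusted *P* = 0.101) no longer passed, and RRP14 did not pass without the total RNA array of replicate 2 either (adjusted *P* = 0.0912). At 90 min, RRP14 had a log2 TE of 1.67 ± 0.27 (adjusted *P* = 0.00553) and OMS1 (YDR316W, chromosome IV, 1093763 to 1095178), a protein of the mitochondrial membrane, 1.54 ± 0.10 (standard error 0.20, adjusted *P* = 0.000462). RRP14 no longer passed without the polysomal or the total RNA array of replicate 1 at 90 min (adjusted *P* = 0.0923 and 0.131). At 90 min, TE was lowest for OLI1, with a log2 TE of −4.50 ± 0.78 (adjusted *P* = 8.99e-06), and Q0297, with −3.24 ± 0.51 (adjusted *P* = 0.00092).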

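Unstressed wt and *rcm1*-knockout cells shared 92 called genes, 32 with higher and 60 with lower TE in both genotypes. They make up 17.3% of the genes called in the knockout and 71.3% of those called in wt cells, while 37 genes were called in wt cells only. If the calls were unrelated, 11 shared genes would be expected (Fisher's exact test, two-sided *P* = 3.82e-71). The genes are not independent, and no array is shared between the 2 sets of lysates. Across all genes, TE at 0 min correlated between the genotypes at r = 0.72. The number of shared genes rests on the calls in wt cells and fell to 20 without the total RNA array of wt replicate 1 at 0 min. The other arrays of wt cells at 0 min also moved it by more than 1.5 times when left out, to 27, 45 and 41 genes.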

Remarkably, of those 474 genes in unstressed *rcm1*-knockout cells, only 79 genes were similarly regulated in unstressed wt cells (Fig. 7d, Supplementary Data 1–2). However, 291 out of these 474 genes were also under translational control in 90 min stressed wt cells (Fig. 7e, Supplementary Data 1–2). Thus, one-third of all genes that are translationally regulated by H_2_O_2_ in wt cells, are already differentially expressed by *rcm1* deletion. 

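Called both in unstressed *rcm1*-knockout cells and in wt cells after 90 min were 333 genes, 188 with higher and 145 with lower TE, all with the same direction in both. By chance, 79.8 genes would be expected (Fisher's exact test, two-sided *P* = 6.42e-159, over genes that are not independent). The count was between 226 and 340 with any of the 24 arrays left out. Of the 198 genes called in the knockout only, 194 had the same sign in the stressed wt cells, with a median size on the log2 scale of 0.73 against 1.13. The difference in TE between the 2 conditions was tested for all genes. YER097W alone passed, named after its values were seen, with a log2 difference of −1.93 (adjusted *P* = 0.00154), and 656 genes did so at an unadjusted *P* below 0.05. Without either polysomal array of the unstressed knockout or the total RNA array of wt replicate 2 at 90 min 2 genes passed, and with array weights estimated by limma 120.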

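The genes called in both conditions are 35.6% of the genes called in wt cells after 90 min and 62.7% of those called in unstressed *rcm1*-knockout cells. Unstressed and 90 min stressed wt cells shared 81 called genes, which are 62.8% of the calls at 0 min and 8.66% of those at 90 min (Fisher's exact test, two-sided *P* = 5.47e-36). Of the 602 genes called in stressed wt cells but not in the unstressed knockout, 583 had a TE of the same sign there, with a median size on the log2 scale of 0.64 against 1.20. For 188 of them, the difference between the conditions had an unadjusted *P* below 0.05, and 1 passed the adjusted test.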

We noticed that many of these mRNAs have short upstream open reading frames within their 5′ UTRs, including several already previously published^16^, which are known to modulate gene expression on translational level in both directions^13^,^16^.

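Gene lists were tested by gene set enrichment on the log2 fold changes of all genes with fgsea, as a normalized enrichment score (NES) with Benjamini-Hochberg adjustment over 12 lists within a comparison. Lists were called at an adjusted *P* below 0.25. The lists were written by hand before the data were examined, and upstream open reading frames were not searched for in the genome here. A list of 29 genes with upstream open reading frames known from other work was not called in stressed wt cells at 90 min (NES −0.88, adjusted *P* = 0.712, median log2 TE −0.29, lower for 19 of 29 genes). In unstressed *rcm1*-knockout cells, it was not called either (NES −1.01, adjusted *P* = 0.515, median −0.16, lower for 18 of 29 genes). By limma's fry, a test of the list across arrays, the list was lower in both conditions (adjusted *P* = 0.00483 and 0.011). Of the 29 genes, 3 were called higher and 3 lower in stressed wt cells and 1 lower in the knockout. The same numbers were called when *P* values were adjusted over the list alone.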

Gene set enrichment revealed a significant (false discovery rate<25%) translational upregulation of pathways linked to cell cycle control and DNA damage response, both in stressed wt cells, as well as in unstressed *rcm1* knockouts (Supplementary Data 3). 

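For pathways of the DNA damage response, a list of 128 checkpoint and repair genes was tested. In wt cells at 90 min, it had an NES of 1.97 (adjusted *P* = 1.37e-05, median log2 TE 0.40, positive for 93 genes), with 23 genes called higher and 6 lower over all genes, and 23 and 7 adjusted over the list alone. In unstressed *rcm1*-knockout cells, it had an NES of 1.93 (adjusted *P* = 1.59e-05, median 0.29, positive for 94 genes), with 13 genes called higher and 4 lower, and 14 and 4 adjusted over the list alone. Unstressed wt cells also had an NES of 1.64 (adjusted *P* = 0.0027, median 0.15), and at 30 min the list was not called (NES 0.93, adjusted *P* = 0.816), except without the polysomal or the total RNA array of replicate 1 (NES 1.46 and 1.36). The difference to unstressed wt cells was called for wt cells at 90 min (NES 1.71, adjusted *P* = 0.00108, median 0.28) and for the unstressed knockout (NES 1.63, adjusted *P* = 0.00315, median 0.12). A list of 56 cell cycle checkpoint genes, which shares genes with the DNA damage list, had an NES of 1.77 in wt cells at 90 min (adjusted *P* = 0.00578, median 0.36, positive for 40 genes). There, 6 genes were called higher and 1 lower, also when adjusted over the list alone. In the unstressed knockout, its NES was 1.43 (adjusted *P* = 0.0977, median 0.22, positive for 36 genes), with 1 gene called in each direction, also over the list alone. It was not called in wt cells at 0 min (NES 0.92, adjusted *P* = 0.805), except without the total RNA array of replicate 1 (NES 1.48), or at 30 min (NES 0.84, adjusted *P* = 0.84). The difference to unstressed wt cells had an NES of 1.72 in wt cells at 90 min (adjusted *P* = 0.0101) and 1.53 in the unstressed knockout (adjusted *P* = 0.0601). TE rose with gene length in both conditions. Per lysate, the Spearman correlation over genes was 0.45 and 0.30 in wt cells at 90 min and 0.29 and 0.20 in the unstressed knockout. It was −0.01 and 0.31 in wt cells at 0 min and −0.1 and 0.27 at 30 min. Neither list was compared with other genes of the same length, so an effect of length is not excluded.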

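Rankings of genes by TE share much of their variation among genes, which fgsea does not take into account. In 100 random rankings of the 6225 genes, at least 1 of the 12 lists was called in 25. Genes were drawn independently in these rankings, so that they do not show the effect of shared variation on the calls. Of the list calls in TE, those of DNA damage (adjusted *P* = 0.00483 and 0.023), checkpoint (adjusted *P* = 0.0024 and 0.023) and ribosome biogenesis genes in wt cells at 90 min and in the unstressed knockout hold under fry. So do those of mitochondrial genes in 5 of 6 conditions, while 0 of the calls of a difference in TE in these lists against unstressed wt cells hold, except that of checkpoint genes in wt cells at 90 min (adjusted *P* = 0.139). In the fractions, the calls that hold are ribosome biogenesis in total RNA of wt cells at 90 min and in polysomal RNA of wt cells at 30 min, the H_2_O_2_ list in stressed wt cells, and RNA methylation and ribosome biogenesis in both fractions of the knockout at 90 min. Under camera with an estimated correlation between genes, 0 of these calls hold. For the DNA damage list, its adjusted *P* was 0.64 in wt cells at 90 min and 0.607 in the unstressed knockout, and for the checkpoint list the values were the same.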

Counterintuitively, under these conditions also, gene sets associated with ribosome biogenesis were strongly and significantly overexpressed. 

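The ribosome biogenesis list holds 181 factors of rRNA processing and ribosome assembly. In wt cells at 90 min, it had an NES of 2.77 (adjusted *P* = 3.85e-19) and a median log2 TE of 0.47, and 138 genes were positive. Over all genes, 48 of them were called higher and 5 lower, and the same numbers adjusted over the list alone. In unstressed *rcm1*-knockout cells, it had an NES of 3.16 (adjusted *P* = 3.16e-31) and a median of 0.59, and 147 genes were positive. There, 43 were called higher and 1 lower, and 46 and 1 adjusted over the list alone. Per lysate, the medians of the list were 0.48 ± 0.05 in wt cells at 90 min and 0.60 ± 0.18 in the unstressed knockout (mean ± SD, n = 2). They were 0.17 ± 0.23 in wt cells at 0 min and −0.05 ± 0.33 at 30 min. The list was also called higher in wt cells at 0 min (NES 2.04, adjusted *P* = 2.58e-07, positive for 112 genes), but not without the total RNA array of replicate 2 (NES 1.07). At 30 min, it was not called (NES −1.15, adjusted *P* = 0.331), with an NES of 2.33 without the total RNA array of replicate 1 and −2.65 without that of replicate 2. The difference in TE to unstressed wt cells was called for wt cells at 90 min (NES 2.55, adjusted *P* = 1.3e-14, median 0.34, positive for 133 genes). It was also called for the unstressed knockout (NES 3.31, adjusted *P* = 8.92e-35, median 0.41, positive for 155 genes).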

To further investigate this surprising finding, we compared stressed wt cells and *rcm1* knockouts with unstressed wt cells on transcriptome and translatome level individually. We found that ribosome biogenesis was strongly downregulated both on transcriptome and on translatome level on stress and loss of Rcm1. Therefore, we conclude that both on *rcm1* knockout as well as under oxidative stress, reduced levels of mRNAs of genes involved in ribosome biogenesis are present, but more efficiently translated. This mechanism would allow the cells to faster modulate ribosome biogenesis and thereby also protein synthesis in the event of stress. 

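In total RNA, the ribosome biogenesis list fell in wt cells at 90 min against 0 min (NES −3.16, adjusted *P* = 1.17e-29, median log2 fold change −0.66, lower for 174 of 181 genes). There, 28 genes were called lower over all genes and 25 adjusted over the list alone. At 30 min, the NES was −1.89 (adjusted *P* = 3.74e-06, median −0.26), with 10 genes called lower and 1 higher, and 8 and 1 adjusted over the list alone. This fall rests on replicate 2, without whose total RNA array at 30 min the NES was 0.88. It was not called either with a difference between replicates fitted for each time (NES −0.89, adjusted *P* = 0.964), an alternative added after the data were seen. In total RNA of unstressed *rcm1*-knockout against unstressed wt cells, the NES was −3.32 (adjusted *P* = 6.56e-35, median −0.44, lower for 164 genes), and 0 genes of the list were called, also over the list alone. In polysomal RNA, the list fell in wt cells at 30 min (NES −2.93, adjusted *P* = 2.11e-22, median −0.48, 10 genes called lower, also over the list alone). At 90 min, the NES was −1.96 (adjusted *P* = 1.69e-06, median −0.27), with 29 genes called lower and 1 higher, and 26 and 1 adjusted over the list alone. In polysomal RNA of unstressed *rcm1*-knockout against unstressed wt cells, the NES was −1.38 (adjusted *P* = 0.0873). The median was −0.02, the mean −0.05, 96 of 181 genes were lower, and 0 genes were called, also over the list alone. This value changed sign without the polysomal array of wt replicate 2 (NES 0.98) or of knockout replicate 2 (NES 1.62), and with slide as a block (NES 0.79). Stressed wt and unstressed knockout cells were both compared with the same arrays of unstressed wt cells. Across genes, their log2 fold changes in total RNA (90 min) correlated at r = 0.17, while 100 simulations of unchanged groups against those arrays gave r = 0.46 to 0.53.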

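Set beside each other per replicate, the median log2 fold change of the ribosome biogenesis list in wt cells at 90 min against 0 min was −1.0 and −0.39 in total RNA and −0.44 and −0.11 in polysomal RNA. At 30 min, it was 0.02 and −0.52 in total RNA and −0.35 and −0.63 in polysomal RNA. For unstressed *rcm1*-knockout against unstressed wt cells, it was −0.53 and −0.31 in total RNA and 0.14 and −0.22 in polysomal RNA. The median log2 TE of the list in the single lysates was 0.45 and 0.52 in wt cells at 90 min and 0.72 and 0.47 in the unstressed knockout, against 0.01 and 0.33 in unstressed wt cells. Between the unstressed knockout and wt cells at 90 min, TE of the list did not differ past the threshold (NES 1.16, adjusted *P* = 0.268, median difference 0.03). From lower mRNA levels of these genes in the transcriptome and translatome together with their higher TE, the paper concludes that fewer mRNAs of ribosome biogenesis genes are present and that these are more efficiently translated.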

Interestingly, we observed that after 30 min of stress, the gene set of ‘cytoplasmic translation’ was significantly and strongly translationally downregulated in *rcm1*-knockout cells, but not in wt. This finding is in accordance with the previously observed increase of 80S monosomes compared with polysomes in *rcm1*-knockout cells on 30 min of stress.

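For cytoplasmic translation, the 137 genes of cytoplasmic ribosomal proteins on the array were tested. In *rcm1*-knockout cells at 30 min, their TE had an NES of −2.65 (adjusted *P* = 6.03e-16) and a median on the log2 scale of −0.33, and 111 genes were negative, with 15 called lower over all genes and adjusted over the list alone. The list median was 0.17 in the lysate of replicate 1 and −0.81 in that of replicate 2 (mean −0.32 ± 0.69, SD, n = 2). Without the polysomal array of replicate 2, the NES was 2.00 in the opposite direction. In wt cells at 30 min, the NES was −1.30 (adjusted *P* = 0.206). The median there was 0.08, the mean −0.05, and the lysate medians were 0.08 and −0.01, so that the median and the test differ in sign. The list still passed 25%, with 9 genes called lower and 8 adjusted over the list alone, but not without the total RNA array of replicate 1 (NES −1.0). It turned positive without the polysomal array of replicate 2 (NES 1.23) or with slide as a block (NES 1.21). The difference in TE between *rcm1*-knockout and wt cells at 30 min had an NES of −2.94 (adjusted *P* = 3.15e-22, median −0.34, lower for 116 genes), which became 2.70 without the polysomal array of knockout replicate 2. Of the other conditions, the list was called lower in wt cells at 0 min (NES −1.61, adjusted *P* = 0.00428, median 0.01, mean −0.10) and at 90 min (NES −1.92, adjusted *P* = 2.77e-05, median −0.30). In the unstressed knockout, it was not called (NES −1.08, adjusted *P* = 0.412, median 0.01, mean −0.05), except without the polysomal array of replicate 1 (NES −1.31). In the knockout at 90 min, the NES was −2.54 (adjusted *P* = 2.35e-13, median −0.36), and −1.16, no longer called, without the total RNA array of replicate 1. A list of 44 translation factors was called lower in wt cells at 30 min (NES −1.55, adjusted *P* = 0.143) and not in the knockout (NES −1.01, adjusted *P* = 0.654), and the difference between them was not called (NES 1.12, adjusted *P* = 0.4).

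**Figure D1:**
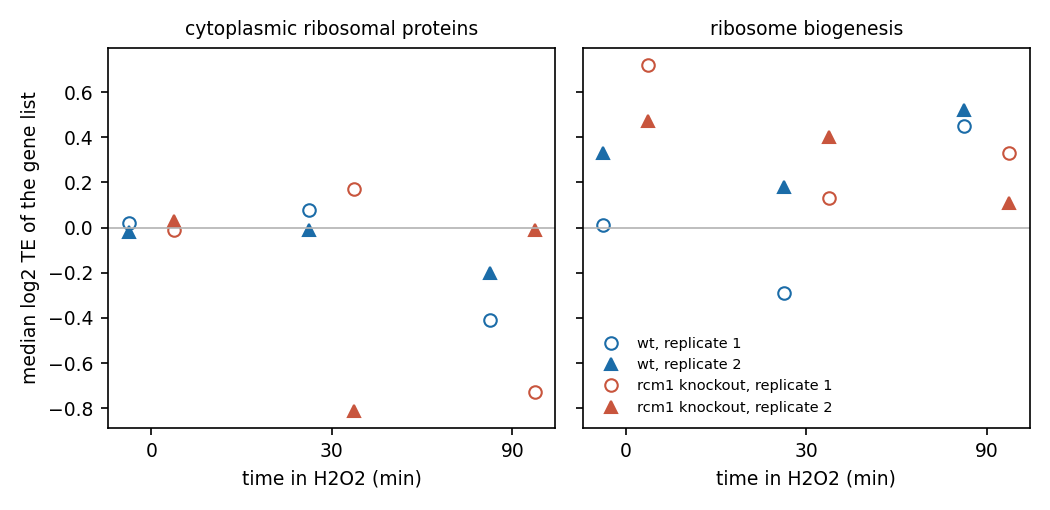
Median log2 TE of the genes of cytoplasmic ribosomal proteins and of ribosome biogenesis against the time in H_2_O_2_, with a point for each of the 12 lysates, wt in blue and the knockout in red, replicate 1 as circles and replicate 2 as triangles. At 30 min, the 2 lysates of the *rcm1* knockout lie apart for ribosomal protein genes, at 0.17 and −0.81.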

Taken together, our translational profiling data suggest that the loss of *rcm1* leads to a more efficient translation of stress-responsive mRNAs, even under unstressed conditions. Thus, preactivation of the translational stress response by *rcm1* deficiency and the resulting improved modulation of cytoplasmic translation on stress, might contribute to the increased stress resistance and longevity of the NSUN5-deficient model organisms studied (Fig. 6f).

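As stress-responsive mRNAs, a list of 47 genes of the response to H_2_O_2_ was tested. It does not stand for the genes called in both unstressed knockout and stressed wt cells, on which the paper also draws. Total RNA of the list rose in wt cells at 90 min against 0 min (NES 3.07, adjusted *P* = 6.48e-28, median log2 fold change 2.56, higher for 43 genes). Of these genes, 37 were called higher over all genes and 39 adjusted over the list alone. In unstressed *rcm1*-knockout cells, TE of the list was not called (NES −0.86, adjusted *P* = 0.804), with a median on the log2 scale of −0.06 and lysate medians of −0.09 and −0.03. There, 1 gene was called lower over all genes and 0 adjusted over the list alone. The difference in TE between unstressed *rcm1*-knockout and wt cells was not called either (NES −1.17, adjusted *P* = 0.355, median −0.15). Both were called lower with slide as a block (NES −1.29 and −2.52). The difference was also called lower without the polysomal array of wt replicate 1 (NES −1.55) or knockout replicate 2 (−1.37), or total RNA of wt replicate 2 (−1.5) or knockout replicate 1 (−1.62). Nor did the list differ between the unstressed genotypes in total RNA (NES 1.20, adjusted *P* = 0.295, median 0.16) or in polysomal RNA (NES 0.98, adjusted *P* = 0.72, median 0.01). TE of the list was not called in wt cells at 0 min (NES 0.68, adjusted *P* = 0.972) or at 90 min (NES −1.18, adjusted *P* = 0.326). At 30 min, it was called lower in wt cells (NES −1.37, adjusted *P* = 0.206, median −0.18, 3 genes called lower, also over the list alone). In stressed *rcm1*-knockout cells, it was not called at 30 min (NES −1.22, adjusted *P* = 0.291, median −0.11) or at 90 min (NES 1.01, adjusted *P* = 0.496, median 0.16). With 1 array left out, it was called at 30 min in each case, lower without the polysomal array of replicate 2 (NES −2.47) or total RNA of replicate 1 (−2.28) and higher without the others (1.65 and 1.85). It was called lower with slide as a block (NES −1.54). At 90 min, it was called higher with slide as a block (NES 1.67, adjusted *P* = 0.0138) and without the polysomal (1.34) or the total RNA array of replicate 2 (1.38). Against wt cells at the same time, TE of the list was not called at 30 min (NES 1.01, adjusted *P* = 0.537), where the NES was between −2.61 without the polysomal array and 2.63 without the total RNA array of knockout replicate 2. At 90 min, it was called higher in the knockout (NES 1.69, adjusted *P* = 0.00795, median 0.19, higher for 33 genes). There, it was not called without the polysomal array of wt replicate 2 (NES −0.80), the total RNA array of wt replicate 1 (NES 0.81) or of knockout replicate 1 (NES 1.17), or with slide as a block (NES 1.20).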

Interestingly, we also found that both on transcriptional and translational level, gene sets associated with RNA methylation and maturation were always significantly downregulated in *rcm1*-knockout cells in comparison with their respective wt controls. This suggests a feedback loop, in which the loss of a single-RNA-modifying enzyme (Rcm1) induces a global downregulation of RNA processing.

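RNA methylation was tested with a list of 40 methyltransferases and their partners, without RCM1 itself. In total RNA of *rcm1*-knockout against wt cells, it had an NES of −1.68 at 0 min (adjusted *P* = 0.0302, median log2 fold change −0.17, lower for 29 genes). At 30 min, the NES was −1.91 (adjusted *P* = 0.00338, median −0.22, lower for 28 genes), and at 90 min −2.12 (adjusted *P* = 4.84e-06, median −0.56, lower for 40 of 40 genes). Called lower were 0 genes at 0 and 30 min and 5 at 90 min, and 1 at 30 min and 7 at 90 min adjusted over the list alone. In polysomal RNA, the NES was −1.09 at 0 min (adjusted *P* = 0.613, median −0.04, lower for 27 genes), −1.36 at 30 min (adjusted *P* = 0.192, median −0.09) and −2.46 at 90 min (adjusted *P* = 4.97e-09, median −0.83). Of these genes, 11 were called lower at 90 min, and 13 adjusted over the list alone. At 30 min, single arrays decided the calls. In total RNA, the list was no longer called without the array of knockout replicate 2 (NES −0.57) or of wt replicate 1 (NES −0.85). In polysomal RNA, it was no longer called without the array of knockout replicate 2 (NES 0.64) or of wt replicate 1 (NES −0.82). In polysomal RNA at 0 min, it was called lower without the array of knockout replicate 1 (NES −1.83) or of wt replicate 2 (NES −1.32). For the 2 replicates, the list medians in total RNA were −0.26 and −0.09 at 0 min, −0.10 and −0.31 at 30 min, and −0.59 and −0.79 at 90 min. In polysomal RNA, they were −0.01 and −0.10, 0.01 and −0.18, and −0.66 and −0.96. The ribosome biogenesis list stands for RNA maturation here. At 0 min, its NES was −3.32 in total RNA and −1.38 in polysomal RNA, with replicate medians of 0.14 and −0.22 in polysomal RNA. This polysomal NES turned positive without the array of wt replicate 2 (0.98) or knockout replicate 2 (1.62) and with slide as a block (0.79). In total RNA, the list had an NES of −3.08 at 30 min (adjusted *P* = 4.34e-42, median −0.46) and −2.73 at 90 min (adjusted *P* = 1.1e-32, median −0.82). In polysomal RNA, it had an NES of −2.38 (adjusted *P* = 1.54e-12, median −0.20) and −3.19 (adjusted *P* = 3.89e-45, median −1.15). At 90 min, 32 of its genes were called lower in total RNA (43 adjusted over the list alone) and 100 in polysomal RNA (107 adjusted over the list alone).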

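Over all genes, 22 genes were called between *rcm1*-knockout and wt cells in total RNA at 0 min, 12 at 30 min and 402 at 90 min, of which 75 were higher and 327 lower at 90 min. At an unadjusted *P* below 0.05, 514, 393 and 1322 genes differed. Of the calls at 0 and 30 min, 19 and 11 lie on chromosome IX, where most transcripts were lower in the knockout. Without any of the 4 arrays at 0 min, 1 gene was called. At 30 min, 1 gene was called without the array of wt replicate 1, 38 without that of wt replicate 2 and 6 without that of knockout replicate 1. At 90 min, 128 genes were called without the array of wt replicate 2 and 216 without that of knockout replicate 2. Over both genotypes, the replicates at 30 min differed alike (r = 0.76 in total and 0.71 in polysomal RNA), which the model takes as noise. With this difference fitted for each time, an alternative added after the data were seen, total RNA gave 98 genes at 0 min, 84 at 30 min and 588 at 90 min. Polysomal RNA gave 48 at 0 min and 72 at 30 min. In the main setting for polysomal RNA, RCM1 alone was called at 0 min, RCM1, DCG1 and YIL028W at 30 min, and 991 genes at 90 min, 350 higher and 641 lower. DCG1 and YIL028W, named because the count is so small and after their values were seen, lie on chromosome IX by their systematic names (YIR030C and YIL028W). DCG1 had a log2 fold change of −1.47 (adjusted *P* = 0.00793). YIL028W was called lower (adjusted *P* = 0.0494) but was not well above background in polysomal RNA of the knockout at 30 min, so no fold change is given. At an unadjusted *P* below 0.05, 237, 290 and 2284 genes differed in polysomal RNA. At 0 min, 2 genes were called without the polysomal array of knockout replicate 2. Without that of knockout replicate 1, 111 genes were called at 30 min, and without that of wt replicate 2 only 1. At 90 min, 510 genes were called without the polysomal array of wt replicate 2 and 587 without that of knockout replicate 1. In simulated data with a log2 difference of 1.5 planted in 200 probes at 90 min, 155 (77.5%) were recovered in polysomal RNA with 7 false calls, and 144 (72%) in total RNA with 4 false calls.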

We confirmed the microarray results by comparing the expression values from a subset of genes from the array, including the top regulated genes previously published by Gerashchenko *et al.*^13^, with three independent biological replicates by quantitative PCR (qPCR) and observed similar trends in gene expression (Supplementary Fig. 9).

## Discussion

Here we describe that the loss of NSUN5 is a conserved mechanism increasing the lifespan and stress resistance of yeast, flies and worms, which is mediated by the lack of methylation of a single rRNA nucleotide. This is so far one of the rare examples of direct physiological effects of a ribosomal RNA modification. Although a point mutation of C2278 of 25S rRNA, which makes methylation impossible, is sufficient to confer an increased chronological lifespan in yeast (Fig. 4f), NSUN5 might have additional methylation substrates which might also contribute to the observed phenotypes. Thus, the identification of additional NSUN5 methyltransferase target sites by recently developed techniques, such as Aza-IP^35^, might be of great interest.

Remarkably, reduced levels of NSUN5 as assessed by polysome profile analysis did not decrease bulk protein translation (Fig. 6a and personal communication M.S. and J.G.), which is already known to extend lifespan of various model organisms^1^,^2^,^3^, probably by allocating energy from reproduction to maintenance and damage repair^10^. However, a specific protein, namely, the overexpressed luciferase reporter protein without a PTC was less efficiently translated on loss of Rcm1, as well as under oxidative stress (Fig. 6e). Although luciferase is no endogenous yeast gene, this might indicate that specific proteins, such as the PTC-less luciferase reporter, are differentially translated. Even if the reporter is ectopically overexpressed and thereby might overload the translational machinery, this finding would be in line with the observation that loss of NSUN5, as well as oxidative stress, specifically control recruitment of stress-responsive mRNAs into polysomes (compare Fig. 7b–e). These specific mRNAs include factors involved in cell cycle control and DNA damage repair, among others. While an upregulation of cell cycle control proteins arrests the cell to avoid propagation of damage during DNA synthesis and mitosis, the increased amounts of DNA damage repair factors and regulators might help to sense and repair diverse lesions, before resuming the cell cycle.

Our results on the differential recruitment of stress-responsive mRNAs support the concept of specialized ribosomes. First, although oxidative stress induces substantial translational reprogramming of gene expression both in wt and *rcm1*-knockout cells, there is a drastic difference in the pattern of recruited mRNAs between the two genotypes. 

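The SD of log2 TE over all genes, which needs no threshold, was 0.435 at 0 min, 0.496 at 30 min and 0.707 at 90 min in wt cells. For *rcm1*-knockout cells, it was 0.588, 0.497 and 0.492 at these times. These values are for the mean of 2 lysates, which varies less where the lysates differ. In replicate 1 and 2 of the knockout, the SD was 0.640 and 0.616 (0 min), 0.481 and 0.683 (30 min), and 0.653 and 0.452 (90 min). Only replicate 1 at 30 min and replicate 2 at 90 min thus lay below the unstressed lysates. In wt cells, it was 0.487 and 0.479, 0.667 and 0.535, and 0.694 and 0.768. In the knockout, 116 genes were called at all 3 times, while 317 were called at 0 min only, 68 at 30 min only and 44 at 90 min only. The calls at 0 min shared 165 genes with those at 30 min and 165 with those at 90 min, all with the same direction. The calls at 30 and 90 min shared 138 genes. Between the genotypes, 115 genes were called in both at 30 min and 185 at 90 min. The latter are 80.1% of the calls in the knockout and 19.8% of those in wt cells at 90 min. Whether the change in TE from 0 to 90 min differed between the genotypes was tested with limma for every gene. This test called 0 genes, and 718 had an unadjusted *P* below 0.05.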

While wt cells show the highest degree of translational regulation after 90 min of oxidative stress, *rcm1*-knockout cells display *ab initio* extensive translational reprogramming, and then a blunted response to stress. Thus, we propose that the unique oxidative stress response on loss of *rcm1* arises from the presence of a cellular complement of redox-sensitive specialized ribosomes that carry unmethylated C2288. Second, the expression of 23 genes is translationally regulated under every condition tested and we therefore conclude that this subset represents differentially translated proteins necessary for obligatory cellular functions, regardless of the genotype or stress. However, only eight genes are commonly regulated both in wt and *rcm1*-knockout cells after 30 min, and 20 genes after 90 min of stress, respectively. This small overlap documents that only a minor fraction of the overall translational stress response acts independently of Rcm1 function and further emphasizes that the Rcm1-mediated response is distinct from that of wt cells. 

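In all 6 conditions, 30 of the 1306 genes called in any condition were called, 27 with lower and 3 with higher TE throughout. The higher ones were ATG16 (YMR159C), with a log2 TE of 1.11 to 1.55, MET18 (YIL128W), with 1.02 to 1.36, and PZF1 (YPR186C), with 1.05 to 2.07. The lower ones include 5 genes of the mitochondrial genome, whose mRNAs are not translated by cytoplasmic ribosomes: OLI1, ATP6 (−1.52 to −2.27), ATP8 (not well above background in polysomal RNA of wt cells at 90 min), COX3 (−1.14 to −2.16) and Q0297 (−1.63 to −3.24). The others are ATG41, BER1, BOP3, CSE2, DAL82, FIP1, LIP2, LSB1, MDG1, MED7, MIG1, MRP20, MRPL31, MSO1, REC107, SNF11, SRL1, VFA1, YAP5, YBR197C, YER034W and ZUO1. MET18 and YAP5 lie on chromosome IX, whose transcripts were lower in the *rcm1* knockout in both fractions alike. The count was 6 without the polysomal array and 7 without the total RNA array of wt replicate 1 at 0 min, and at most 35 with any array left out. Leaving out either array of wt replicate 2 at 0 min gave 16 and 13 genes, the polysomal array of knockout replicate 2 at 30 or 90 min 17 and 19, and the total RNA array of knockout replicate 1 at 90 min 13.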

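At 30 min but at no other time in either genotype, 8 genes were called in both, all with lower TE. These were RPL17A (log2 TE −1.84 in wt and −1.70 in *rcm1*-knockout cells), PIL1 (−1.60 and −1.21), SCL1 (−1.40 and −1.08), TRS23 (−1.31 and −1.20), RPL13A (−1.30 and −1.21), MED4 (−1.28 and −1.28), RPL19B (−1.27 and −1.09) and LTO1 (−1.25 and −1.27). At 90 min only, 19 genes were called in both genotypes, 12 with lower and 7 with higher TE. The lowest TE among them was that of RPL22B (−2.06 in wt and −1.80 in *rcm1*-knockout cells), and MSN5 (1.42 and 1.1) and RAD9 (1.06 and 1.02) were among the higher genes. Such counts need a call in some groups and none in others, and they moved with single arrays. With any of the 24 arrays left out, the count at 30 min lay between 1, without the polysomal array of wt replicate 1 at 30 min, and 16, without that of wt replicate 1 at 90 min. The count at 90 min lay between 1, without the polysomal array of knockout replicate 1 at 90 min, and 114, which were counted without the total RNA array of knockout replicate 2 at 90 min.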

Further analysis of these data sets to clarify the individual roles of selectively expressed stress-responsive proteins will be presented elsewhere.

Since NSUN5 transcription was found to decrease in cellular model systems during aging under physiological conditions, as a consequence lower levels of C2278 methylation will favour more efficient translation of stress-response proteins. Elevated levels of these might consequently enable cells to better tolerate oxidative stress and prolong lifespan. Alternatively, this might be part of a stress-defence memory of cells that have been repeatedly exposed to stress during their lifespan and will therefore be more resistant during consecutive encounters and thus live longer. However, we cannot exclude the possibility that lack of NSUN5 poses a (beneficial) stress to the cells and thus indirectly increases the recruitment of stress-related mRNAs.

By any of these depicted mechanisms, knockdown of NSUN5 extends lifespan and stress resistance without affecting body size or fecundity of flies and worms, while most of the known genetic and nutritional interventions extending the lifespan of organisms also antagonistically decrease growth, body size and fecundity^10^,^36^. Thus, it remains elusive why evolution selected for the presence of NSUN5, which shortens lifespan on reduced nutrient availability and has so far no observable beneficial effects. It seems likely that the loss of NSUN5 also has detrimental effects, for example, the reduced replicative lifespan of yeast mother cells, the reduced translational fidelity, or other not yet identified ones, which appear only under certain environmental conditions. Probably, these detrimental effects counteract beneficial ones and are neutralized by mild dietary restriction, which leads to the observed lifespan extension only under reduced nutrient availability.

Our observation that NSUN5-mediated lifespan extension is dependent on lower amounts of food, or food with lower energy content, might also be explained by a putative link between NSUN-5 activity and nutrient availability through nutrient sensing pathways, such as TOR, or *sams-1*. SAMS-1 is required for the synthesis of the universal methyl group donor SAM in *C. elegans* and is downregulated on dietary restriction^37^. Furthermore, *sams-1* RNAi extends worm lifespan^37^, which might be partially mediated by lack of substrate for NSUN-5 and other RNA methyltransferases. Apart from this study on NSUN5, Curran and Ruvkun^5^ identified two other RNA methyltransferases extending *C. elegans* lifespan; however, they remain functionally uncharacterized so far.

Therefore, further studies aiming at the identification of upstream regulators of NSUN5 activity, especially in response to dietary conditions, are required to fully understand the biological function of NSUN5 and significance of C2278 methylation, which led to the high evolutionary conservation of both.

Our finding that cell cycle control proteins are translationally upregulated on *rcm1* knockout in exponentially growing yeast cells suggests that loss of Rcm1 induces a translational response, which might vary depending on the growth phase. Furthermore, the reduction of replicative lifespan might be a consequence of the activation of proteins involved in the negative regulation of the cell cycle. Thus, our proposed molecular mechanism underlying NSUN5-mediated stress resistance and longevity, which we conclusively tested in replicating yeast, needs to be validated in non-replicating yeast. However, ribosomal profiles from stationary phase cells closely resemble those of oxidatively stressed wt cells (personal communication L.B.-K.), so it would not be possible to directly compare the translational status of differentially stressed or *rcm1*-knockout cells. Moreover, translational fidelity and mRNA recruitment are also altered by entry into stationary phase (personal communication L.B.-K.). Analysis of this matter in detailed genetic and biochemical assays is needed and will be the scope of further studies, as well as testing our proposed molecular mechanism in *C. elegans* and *D. melanogaster*. This might prove to be technically demanding, since methods for testing ribosome conformation and fidelity are not yet well established in these organisms.

Finally, our data together with previous reports suggest that the cellular reaction to various signals, such as nutrient availability^3^, oxidative stress^13^,^15^,^17^ and heat shock^14^, converge on changing ribosomes not only in terms of ribosomal proteins, their modification or stoichiometry, but also in terms of rRNA modifications. In the case of NSUN5, this change probably occurs already during ribosome biogenesis, since Rcm1 was reported to localize to the nucleoli^28^,^29^, where rRNA is transcribed and processed and preribosomal particles are assembled^19^. Thus, the NSUN5-mediated stress response is probably slow, since it depends on the exchange of methylated with unmethylated ribosomes. This leads us to propose that NSUN5 activity is preferentially modulated by long-term or chronic stress, as during the aging process. Thus, the C2278 unmethylated and thereby ‘specialized’ ribosome subpopulation, which is already present in young and unstressed cells (compare Fig. 4d), will hypothetically grow larger during aging and chronic stress. These specialized ribosomes have the unique ability to sense stress and consequently alter their structural confirmation, as well as fidelity. This enables them to selectively recruit and translate mRNAs to react to distinct cellular signals, such as various stressors, in a fast and efficient way^18^,^19^,^20^.

In summary, we propose that NSUN5 contributes to the generation of stress-counteracting specialized ribosomes, which participate in extending the life- and healthspan of cells and organisms. It is tempting to speculate how stress-counteracting ribosomes might be employed to improve health conditions of an aging society.

## Methods

### General statistics and experimental design

Sample sizes were estimated from literature for the respective assays. No systematic randomization method was used, but samples were never prepared and analysed in a predefined order. No systematic blinding throughout all assays was done, but at least one replicate of all lifespan- and stress resistance assays was performed with similar outcome by a different operator, who was blinded to the group allocation.

### Fly strains and culture conditions

The UAS-CG42358 (*dNsun5*) RNAi flies were obtained from the Vienna Drosophila RNAi Center^38^. The sequences for shRNAs are as follows:

*RNAi 1a (179H1.T1):*

5′-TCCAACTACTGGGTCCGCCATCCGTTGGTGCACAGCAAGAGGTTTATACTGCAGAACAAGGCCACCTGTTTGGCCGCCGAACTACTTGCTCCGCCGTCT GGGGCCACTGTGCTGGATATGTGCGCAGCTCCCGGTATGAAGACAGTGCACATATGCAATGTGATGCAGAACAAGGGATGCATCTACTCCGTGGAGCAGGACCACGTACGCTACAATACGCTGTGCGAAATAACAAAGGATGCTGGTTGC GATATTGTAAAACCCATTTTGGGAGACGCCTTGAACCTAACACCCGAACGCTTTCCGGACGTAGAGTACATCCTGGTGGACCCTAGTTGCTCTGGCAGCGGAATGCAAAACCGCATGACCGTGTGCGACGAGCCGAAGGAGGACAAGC-3′ (inserted into chromosome 3).

*RNAi 1b (179H1.T2):*

Same as RNAi 1a, but inserted into chromosome 2.

*RNAi 2 (32E11.T2):*

5′-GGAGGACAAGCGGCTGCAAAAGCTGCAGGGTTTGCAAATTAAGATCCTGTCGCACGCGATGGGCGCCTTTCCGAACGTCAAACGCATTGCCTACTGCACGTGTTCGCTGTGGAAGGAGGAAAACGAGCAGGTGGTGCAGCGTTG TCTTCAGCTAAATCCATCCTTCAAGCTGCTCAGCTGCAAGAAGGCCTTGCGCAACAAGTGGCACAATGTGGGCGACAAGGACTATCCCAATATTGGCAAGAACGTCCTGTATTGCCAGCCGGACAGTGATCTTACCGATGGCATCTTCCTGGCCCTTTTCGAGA-3′ (inserted into chromosome 2).

The line overexpressing *dNsun5* was obtained from the Drosophila Genetic Resource Center. The lines were crossed to an act5C-GAL4 driver and the progeny of the cross carrying both the RNAi (or overexpressing) and the GAL4 constructs were the experimental flies. The control flies were the progeny of the cross between the lines used to create the transgenic lines (w^1118^ for the RNAi lines and y[1] w[67c23] for the lines overexpressing dNsun5) and the GAL4 driver carrying both the transgenic and GAL4 constructs.

All flies used in experiments were mated once and collected soon after emergence unless specified otherwise. Flies were kept on a 2.2% sugar–8% corn flour–1.8% yeast diet enriched with live yeast at 25 °C on a 12L/12D photoperiod unless specified otherwise.

### Longevity measurement of flies

Figures show representative data of two independent biological replicates. Flies were collected and placed in plastic vials, 20 males in each vial. Around 100 flies were used in each group for each replicate. Dead flies were counted every weekday until the death of the last fly. They were transferred to fresh food twice a week. For measurement on richer food, flies were kept on a 6% sugar–2% peptone–10% yeast diet enriched with live yeast. The Kaplan–Meier survival curves were computed and compared with log-rank tests implement in SigmaPlot version 11 (Systat Software). Lifespan measurements were carried out on both RNAi flies and flies overexpressing *dNsun5*.

### Resistance to heat of flies

Twenty-one-week-old males were transferred into a sealed vial in which a paper filter soaked with water had been inserted for a total of 100 flies per group and replicate. The vials were placed for 4 h in a water bath at 37 °C. At the end of the heat shock, flies were transferred into vials with fresh food and incubated at 25 °C. The number of dead flies was counted 24 h after the end of heat shock. The data of two biological replicates was analysed by one-way analysis of variance (ANOVA) with Dunnett’s post test using GraphPad Prism version 5.00 for Windows (GraphPad Software).

### Size measurement of flies

Ten males and 10 females per group (control and *dNsun5* RNAi) were anaesthetized under light CO_2_ and lined up under a stereomicroscope, upwards facing. Pictures of the thorax were taken, all at the same magnification, and the length of the thorax was measured from the pictures (length expressed in number of pixels). The data of males and females were individually analysed by one-way ANOVA with Dunnett’s post test using GraphPad Prism version 5.00 for Windows (GraphPad Software).

### Locomotor activity of flies

Forty males were collected for each genotype with 10 flies per vial. At 12, 19, 26 and 47 days of age, flies were transferred into empty vials and their climbing activity was measured in two different ways:

First, each vial was placed on a shaker and a gentle shake was given for all the flies to fall to the bottom of the vial. Then the number of flies able to reach the top of the vial (6 cm) in 18 s was recorded. The measurement was repeated three times for each vial. The percentage of flies able to reach the top of the vial was computed and the effect of age and genotype was assessed with a two-way ANOVA with Bonferroni post tests using GraphPad Prism version 5.00 for Windows (GraphPad Software).

In a second measurement done on the same flies, we used a 3-s mechanical stimulation and 4 s after the end of the stimulation, a picture was taken with a digital camera. The height reached by each fly was then recorded. In this measurement, the effect of age and genotype on the distance climbed by each group was tested with a two-way ANOVA with Bonferroni post tests as before.

### Fertility of flies

Twenty virgin females were collected for each genotype and put singly into vials with two males of the same genotype. Flies were transferred into new vials three times a week and the vials were checked for dead flies. The empty vials were kept at 25 °C and 10 days later the number of pupae in each vial was counted for 4 weeks. The vials in which females were still present at the end of the 4 weeks, the mean number of pupae per female of the *dNsun5* RNAi lines was compared with the control line by One-way ANOVA with Dunnett’s post test using GraphPad Prism version 5.00 for Windows (GraphPad Software).

### Worm strains and culture conditions

Strains were cultured under standard laboratory conditions on *E. coli* OP50-seeded NGM agar plates at 20 °C (ref. 39). Strains used in this work include N2 (provided by V. Jantsch), JGG1 (*nsun-5*(tm3898) II), NL2099 (*rrf-3*(pk1426) II) and DA1116 (*eat-2*(ad1116) II). All strains are available through the Caenorhabditis Genetics Center.

### *nsun-5* mutant strain (JGG1) generation

The JGG1 *nsun-5* mutant strain was generated by backcrossing six times FX03898 (*nsun-5*(tm3898) II; generously provided by S. Mitani and the *C. elegans* gene knockout consortium) against N2. The presence of the deletion leading to the tm3898 allele was verified throughout the whole backcrossing procedure by PCR.

### RNAi knockdown of gene expression in worms

For the inactivation of NSUN-5, feeding of double-stranded RNA expressed in bacteria was used^40^. Therefore, the HT115 strain of *E. coli* carrying the RNAi construct or the empty vector (L4440) was cultured overnight in liquid LB with ampicillin and tetracyclin at 37 °C. The bacteria were harvested by centrifugation, resuspended in LB to a concentration of 60 mg ml^−1^ and 200 μl of this suspension was streaked out on NGM plates containing 1 mM isopropyl-β-D-thiogalactoside and 25 μg ml^−1^ Carbenicillin. The plates were incubated at 37 °C overnight and used within one week.

### Lifespan measurement of worms

Lifespan assays were performed following standard protocols^1^. Figures show representative data of at least two independent biological replicates. Worms were cultured on either ultraviolet-killed OP50-seeded NGM plates (for assay N2 versus JGG1) or plates containing the respective RNAi bacteria for at least two generations before the actual experiment. Synchronous cultures were obtained by transferring 15–25 young adult nematodes on plates and letting them lay eggs for 4 h. When the progeny reached adulthood, they were transferred to fresh NGM plates containing 40 μM FuDR. This day was recorded as day 0. Nematodes were scored as dead or censored every day. Censored animals include worms that crawled off the plate or died from causes other than aging such as gonadal extrusion or internal hatching of progeny. The number of censored animals was always comparable to the controls within experiments. Animals were transferred to fresh plates every 3–7 days depending on the availability of bacteria on old plates unless stated otherwise. All lifespan assays were performed at 20 °C unless stated otherwise. Kaplan–Meier survival curves were plotted and log-rank statistics were calculated as described above.

For lifespans under reduced dietary conditions, 120 adult worms were transferred on a single plate and were moved only once, on day 8, to a fresh plate.

### Paraquat resistance of worms

Four-day old hermaphrodites were transferred to fresh NGM plates containing 20 mM Paraquat seeded with OP50. For experiments with *nsun-5* RNAi, worms were synchronized on RNAi plates and then transferred to OP50-seeded paraquat plates as above. Three days later, dead worms were counted. Data of at least three biological replicates were analysed with two-sided Student’s *t*-test implemented in GraphPad Prism version 5.00 for Windows (GraphPad Software).

### Size measurement of worms

Age-synchronous animals were grown at 20 °C on OP50 as described above. Three-day old hermaphrodites were placed on 2% agar pads and one drop of 1 mM levamisol (Sigma) was added to paralyse the worms. The length of the body in μm was measured in bright-field mode using a DMI6000 B inverted microscope (Leica Microsystems) equipped with a DFC360FX camera (Leica Microsystems). Results were analysed using two-sided Student’s *t*-test as above.

### Swimming locomotion analysis of worms

On day 1 and day 14 of adulthood, 20 single worms per sample were picked off agar plates seeded with either OP50 or the respective RNAi bacteria and transferred to 1 ml M9 buffer in a 24-well plate. After a 10- to 30-s recovery period, the number of body bends of the mid-body in 30 s was counted using a stereomicroscope. Only animals moving away after a gentle prod with a platinum wire were used for the assay^41^. Results were analysed using two-sided Student’s *t*-test as above.

### Pharyngeal pumping assays

Age-synchronous animals were grown at 20 °C on OP50 as described above. The number of contractions in the terminal bulb of the pharynx was measured on day 3 of adulthood. For each strain, 10–15 different animals were scored during a 60-s trial and compared using two-sided Student’s *t*-test as above.

### Yeast strains

Within this study, we used BY4741 (haploid, mating type a) as the wt strain. The *rcm1* (YNL022c) deletion strain (in BY4741, haploid, mating type a) was obtained from EuroSCARF and the deletion was verified by PCR. 

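RCM1 (YNL022C) lies on chromosome XIV from 591427 to 592899 on the reverse strand (release R64 of the S288C sequence). Its probe was well above background on 12 of 12 arrays of wt cells and on 0 of 12 arrays of *rcm1*-knockout cells. The log2 ratio of sample over reference was between 0.51 and 1.60 in wt cells and between −5.40 and −3.66 in the knockout. RCM1 was called lower in the knockout in total RNA at 0 min (adjusted *P* = 2.25e-07), 30 min (5.61e-06) and 90 min (2.11e-06). It was also called lower in polysomal RNA (1.83e-07, 7.79e-07 and 7.69e-07), each in 2 of 2 pairs of arrays. As the probe is not well above background in the knockout, the size of the fall hangs on the treatment of background, and no fold change is given. In total RNA at 0 min, the signal minus background was 1490 and 888 in wt cells and 34.8 and 26.8 in the knockout. The neighbours of RCM1 did not pass in total RNA at 0 min, with a log2 fold change of −0.32 for FAP1 (adjusted *P* = 0.735) and 0.27 for HDA1 (adjusted *P* = 0.793). Of the genes deleted in BY4741, HIS3, MET17 and URA3 were well above background on 0 of the 24 arrays and LEU2 on 1. All 8 genes tested as specific for mating type a were well above background on the 24 arrays. Of 5 genes specific for mating type alpha, AFB1 and SAG1 were so on 24, STE3 on 15, MF(ALPHA)2 on 11 and MF(ALPHA)1 on 9. In total RNA of unstressed knockout against wt cells, the list of mating type a passed 25% (NES −1.44, adjusted *P* = 0.137, median −0.27, lower for 7 of 8 genes), and that of mating type alpha did not (NES 0.64, adjusted *P* = 0.888). Among the genes of mating type a, BAR1 was called lower at 0 min (log2 fold change −1.33, adjusted *P* = 0.0396) and lies on chromosome IX, where most transcripts were lower in the knockout.

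**Figure D2:**
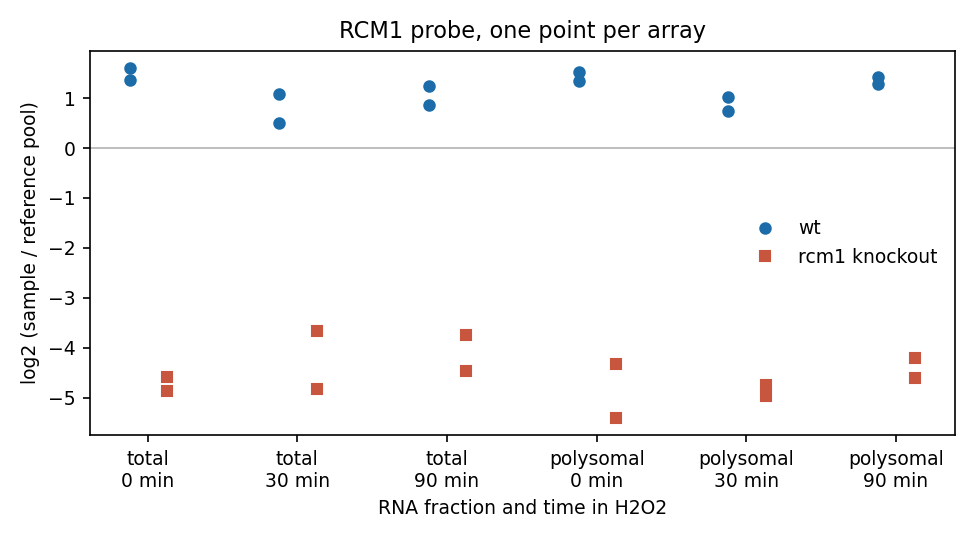
Log2 ratio of sample over reference for the RCM1 probe, with a point for each of the 24 arrays, by RNA fraction and time in H_2_O_2_. All arrays of wt cells lie at 0.51 or higher and all arrays of *rcm1*-knockout cells at −3.66 or lower, where the probe is not well above background.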

CEN.PK1170-1C (MATa ura3-52 trp1-289 leu2-3,112 his3▵1 ▵▵rDNA::pNOY455 [HIS3]+pPK655 (rDNA C2278G)) and CEN.PK968 (MATa ura3-52 trp1-289 leu2-3,112 his3▵1 ▵▵rDNA::pNOY455 [HIS3]+pPK622 (rDNA wt)) were provided by Karl-Dieter Entian^28^.

### Chronological lifespan

Chronological lifespan assays were performed using standard procedures^42^ with minor modifications: stationary cultures in 10 ml YPD medium (30 h after inoculation) were transferred to 10 ml sterile reverse osmosis-water and the water was replaced every 2 to 3 days. Cultures were kept in centrifuge tubes (Falcon) at 25 °C and shaking with 180 r.p.m. When water was exchanged, a small defined aliquot of the resuspended culture was streaked out on agar-solidified YPD-plates, incubated at 30 °C for 2 days and colonies were counted. The lifespan experiment reported was conducted three times, each with three technical replicates.

Chronological lifespan assays in SC medium were performed at 25 °C in 250 ml Erlenmeyer flasks. SC medium (25 ml) was inoculated to an OD of 0.1 with an overnight culture grown in SC medium. When the maximal cell density was reached (usually after 3–5 days), this day was recorded as day 0 and survival plating was performed as above every 2–4 days.

### Determination of oxidant- and heat shock sensitivity by serial dilution

Plate tests for testing the sensitivity to oxidants were performed by spotting overnight cultures of yeast cells onto SC-glucose plates containing increasing concentrations of H_2_O_2_ (0.4–2.4 mM) (ref. 43). Cells were grown to stationary phase in liquid SC-glucose, serially diluted to cell counts of 10^8^–10^3^ cells ml^−1^ and 10 μl aliquots of each dilution were spotted onto the appropriate plates to give a final cell number of 10^6^–10^1^. Stress sensitivity was determined by comparison of growth of *rcm1* mutant with that of the wt strain after incubation at 28 °C for 48 h or 7 days. One representative trial of three biological replicates is shown.

### Growth curve analysis for determining the sensitivity to oxidants

Growth curve analyses were performed in liquid SC medium in Erlenmeyer flasks. Cultures were prepared from overnight cultures by inoculating to an OD600 of 0.1. Different amounts of H_2_O_2_ (0.4–2.4 mM) were added and cells were incubated at 28 °C on a gyratory shaker. After defined time intervals, 1 ml samples were taken and measured at 600 nm with SC medium as blank.

### Replicative lifespan

Replicative lifespan assays were performed in SC at 28 °C for 30 cells per plate and two plates for each strain. Virgin cells that never budded were replaced. At least 50 cells per strain were examined. Lifespans were determined by counting all subsequent daughter cells generated, which were removed via micromanipulation^7^,^44^. Kaplan–Meier survival curves were plotted and log-rank statistics were calculated as above.

### Bisulfite sequencing

Bisulfite sequencing of RNA was performed as previously described^45^,^46^ with modifications. Primer sequences are provided in Supplementary Table 3. Total RNA or RNA isolated from polysome or monosome fractions was purified using Trizol (Life Technologies), DNAse I (Thermo Scientific) digested for 1 h, phenol–chloroform extracted, isopropanol precipitated and dissolved in 20 μl water. One μg RNA in 20 μl water was mixed with 42.5 μl bisulfite solution (Epitect Kit, Qiagen) and 17.5 μl DNA protect buffer (Epitect Kit, Qiagen) in a thin wall 100 μl PCR tube. In a thermo cycler, the following programme was run overnight: 70 °C for 10 min and 60 °C for 60 min for 6 cycles, 15 °C until further processing. RNA was desalted using a Micro Bio-Spin 6 SSC column (Biorad), mixed with 80 μl 1 M Tris-Cl (pH 9.0) buffer and incubated at 37 °C for 1 h. After isopropanol precipitation, 400 ng RNA was reverse transcribed using Super Script III reverse transcriptase (Life Technologies) and gene-specific reverse primers (Supplementary Table 3) for 50 min following the manufacturer’s instructions. Five μl complementary DNA (cDNA) was subjected to the following touchdown-PCR programme in a 25 μl reaction with KAPA2G Robust Polymerase and Buffer A (Kapa Biosystems):

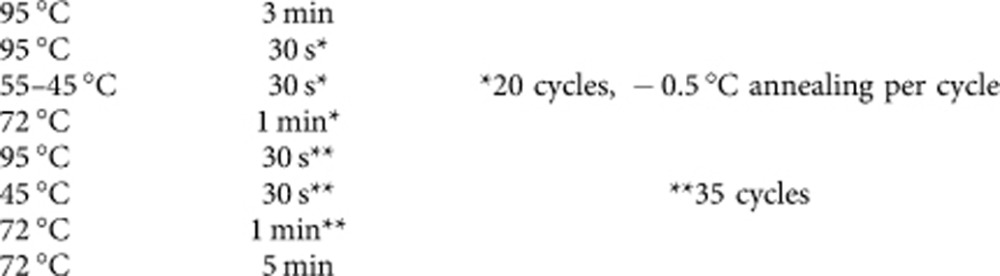

PCR products were gel purified using PCR- and Gel Extraction Kit (Favorgen) and eluded in 30 μl. Five μl was subjected to a second round of PCR as above using barcoded primers and only 30 cycles in the second cycling step (**).

Alternatively, the EZ RNA Methylation Kit (Zymo Research) was used for bisulfite treatment and purification of converted RNA according to the instructions provided by the manufacturer. Thereby, better reproducibility and higher conversion rates were obtained. Reverse transcription and PCR were done as described above.

For *C. elegans*, ~200 whole young adult hermaphrodites were washed 3 × in PBS and lysed directly in Trizol by 30 cycles of sonication (30 s on, 30 s off) in a Bioruptor (Diagenode). RNA isolation and bisulfite treatment were performed as described above.

Up to 24 barcoded samples were pooled to equal molarity and subjected to IonTorrent sequencing using a 314 Torrent Sequencing Chip Kit (Life Technologies).

Only reads with a completely sequenced bar code were considered for the following steps. First, all reads were sorted by their bar codes and bar codes were subsequently removed. Next, the reads were aligned to the reference sequences for *S. cerevisiae* 25S rRNA (J01355.1, position 2317–2438) and *C. elegans* 28S rRNA (NR_000055.1) using the Needleman–Wunsch algorithm, which finds the optimal global alignment for the given parameters^47^. Each sequence position was scored by following parameters:

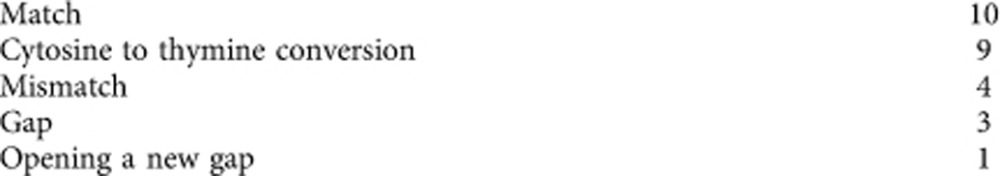

Before each alignment, the respective longer sequence (either the query- or the reference sequence) was trimmed, as is necessary for global alignments. In the next step, the aligned reads were filtered for sequences having less than 15% insertions or 15% deletions, or less than 20% insertions plus deletions. Sequences not fulfilling these requirements were removed. In the remaining sequences, the number of cytosines and thymines was counted at those positions, where the reference sequence had a cytosine. Furthermore, the overall rate of unconverted cytosines of each sample was determined by calculating the percentage of unconverted cytosines at each individual unmethylated C-position, and then taking the average overall positions. All C-positions except C2278 of 25S rRNA were considered as unmethylated.

### Ribosome gradients

Ribosome gradients were repeated five times with qualitatively and quantitatively similar results. wt and *rcm1*-knockout yeast were grown overnight in 3 ml SC medium at 28 °C with shaking. On the next day, 100 ml SC were inoculated with the overnight culture to an OD600 of 0.003 and grown at 28 °C with shaking until the OD600 reached 0.5–0.6. Then 0.4 mM H_2_O_2_ (only for stress conditions) and after 15 or 75 min, 125 μg ml^−1^ cycloheximide (Sigma) were added and the cells were incubated at the same temperature with shaking for further 15 min.

Later, the flasks were placed on ice for 15 min with shaking from time to time. After pelleting the cells at 3,500 r.p.m. and 4 °C for 5 min, the pellets were washed two times with 2 ml cooled TMNSH buffer (10 mM Tris pH 7.4, 50 mM NH_4_Cl, 10 mM MgCl_2_, 12.5 mM 2-mercaptoethanol) and resuspended in 1 ml of lysis buffer (10 mM Tris pH 7.4, 50 mM NH_4_Cl, 10 mM MgCl_2_, 12.5 mM 2-mercaptoethanol, 50 mM KCl, 1 mM PMSF (phenylmethyl sulphonyl fluoride), 125 μg ml^−1^ cycloheximid). Lysis was performed by transferring the suspensions to glass tubes and vortexing with glass beads (0.4–0.6 mm diameter) eight times for 30 s, with at least 30 s recovery on ice between each cycle. Afterwards, the crude lysates were centrifuged at 4,000 r.p.m. at 4 °C for 10 min to remove insoluble debris. The supernatants were transferred to fresh tubes and were supplemented with 100 μl Triton-X-100 (10% v/v). After centrifugation at full speed in a tabletop centrifuge at 4 °C for 10 min, the supernatants were carefully transferred to fresh vials and the OD260 was recorded for quantification. A volume equalling 15 OD260 was loaded onto a 10-ml linear 7–52% sucrose gradient in TMNSH buffer containing 50 mM KCl and centrifuged at 37,000 r.p.m. at 4 °C for 3 h. The profiles were recorded from the bottom of the tubes with an ultraviolet detector set to 254 nm.

### Luciferase PTC reporter assay

For every experimental setup, the wt and *rcm1* deletion strains were co-transformed with the Renilla luciferase (REN) reporter plasmid pLM161 and firefly luciferase (FF) reporters with or without a PTC^20^. This generated co-expressed REN/FF and REN/FFPTC reporter pairs in each strain. The luciferase assays were performed with the Dual-Luciferase Reporter Assay System and the reagents were prepared as indicated by the supplier (Promega Inc). Yeast cells were grown to exponential phase at 28 °C in SC medium. After harvesting, cell concentration was determined using a CASY Model TT cell counter (Roche Diagnostics) to analyse an equal amount of 1 × 10^7^ cells for each experiment. After centrifugation of the cell suspension, the resulting supernatant was removed and cells were lysed by dissolving in 1 ml of 1 × passive lysis buffer for 30 min at room temperature. After centrifugation to remove cell debris, 20 μl of the lysate was transferred into a black and white 96-multiwell isoplate (Perkin Elmer) and luminescence measurements were performed with the Glomax Multi Luminometer (Promega). For the FF and the REN reactions, 50 μl of LarII and 50 μl Stop and Glo, respectively, were automatically injected into the lysate. After a lag time of 2 s on substrate addition, luminescence signals were integrated for 10 s. Measurements were performed using two biological replicates each in triplicate to give a sum of six recordings for the respective REN and FF luminescence reporter pairs.

### Isolation of yeast 80S ribosomes and structural probing

wt and *rcm1*-knockout (*rcm1Δ*) yeast cells were grown in SC medium at 30 °C to a final OD600 of 0.6–0.8. Then 0.4 mM H_2_O_2_ was added for 30 or 90 min and cells were collected at 6,000*g*. The 80S ribosomes from unstressed and stressed cells were isolated as described previously^48^. Before primer extension analysis, 10 pmol of ribosomes were incubated with buffer (20 mM HEPES/KOH pH 7.6, 6 mM MgAc_2_, 150 mM NH_4_Cl, 2 mM spermidine, 0.05 mM spermine, 4 mM beta-mercaptoethanol) for 10 min at 37 °C. Chemical probing with DMS at 37 °C for 15 min was performed as described^49^. To monitor the DMS-reactive sites in domain IV of 25S rRNAs, primer extension analysis (primers used: 5′-GTTCCCTTGGCTGTGGTTTC-3′; 5′-TCTCGTTAATCCATTCATG-3′) was performed as previously described^50^. Primer extension products were separated on 8% denaturing polyacrylamide gels and visualized by using a PhosphorImager (FLA-3000; Fuji Photo Film) and quantified with the densitometric programme Aida Image Analyzer.

### Translational profiling and microarray analysis

Polysome profiling and stress treatment was performed as described above from two biological replicates on two different days. Fractions were collected and 300 μl whole-cell lysate or pooled polysome fractions were mixed with 900 μl Trizol LS (Life Technologies). RNA extraction was performed following the manufacturer’s instructions. A common reference pool was made by pooling same amounts of all samples. Samples were labelled with Cy3 and the common reference pool with Cy5 using the Low Input Quick Amp Labeling Kit Two Color (Agilent) following the manufactures instructions. Hybridization to Yeast (V2) 8 × 15 K Gene Expression Microarrays (Agilent) and washing were performed following the manufactures instructions. Slides were scanned with the two laser Agilent microarray scanner (G2565A). For raw data generation, Agilent feature extraction software (version 7.5) was used. Raw data were processed into R/Bioconductor. Intensities were log2 transformed, backgrounds were subtracted using normexp and intensities were normalized within arrays by using the Loess method and between arrays by using Aquantile. Adjustment for paired samples, which resulted from using the same lysates for total RNA isolation and polysome purification, was performed using ‘duplicateCorrelation’.

Ti-values were calculated using the limma package^51^ by forming the contrasts between the translatome and the respective transcriptome for wt and *rcm1Δ* samples with 0, 30 and 90 min stress. Limma was applied likewise for comparing different samples just within the transcriptome or translatome. *P* values resulting from moderated *t*-tests in limma were adjusted for multiple comparisons using the method by Benjamini Hochberg. Genes with a fold change of larger than two and *P*<0.05 were considered to be differentially regulated.

Gene set enrichment analysis (GSEA)^52^ was performed in R by generating gene lists of all genes ranked by their log2 fold change for each of the Ti-calculations, as well as for the comparisons within the transcriptome and translatome. Furthermore, a list of yeast genes and their respective gene ontology (GO) terms linked with ‘biological process’ was constructed in R using the GO.db and GSEABase packages. GSEA was then conducted in GSEA v2.1.0 (Broad Institute) using the following parameters: 1,000 permutations, maximum size of gene set: 1,000 and minimum size of gene set: 5.

### RT–qPCRs of ribosome gradient fractions

Polysome profiling and RNA isolation were performed as described above from three biological replicates on three different days. Isolated RNA was reverse transcribed into cDNA by DyNAmo cDNA Synthesis Kit (Finnzymes). Target gene expression levels were measured by SYBR-green based qPCR using the 5x HOT FIREPol EvaGreen qPCR Mix Plus (Medibena) with gene-specific primers (see Supplementary Table 3). Expression levels of target genes were normalized to *TDH3*, *TUB1* and *ACT1* and averaged.

## Additional information

**Accession codes:** RNA bisulfite sequencing data have been deposited in NCBI's Gene Expression Omnibus (GEO) under accession code GSE63113. Microarray data have been deposited in NCBI's Gene Expression Omnibus (GEO) under accession code GSE63030.

**How to cite this article:** Schosserer, M. *et al.* Methylation of ribosomal RNA by NSUN5 is a conserved mechanism modulating organismal lifespanlifespan. *Nat. Commun.* 6:6158 doi: 10.1038/ncomms7158 (2015).

## Supplementary Material

Supplementary Figures and Supplementary Tables Supplementary Figures 1-9 and Supplementary Tables 1-3.

Supplementary Data 1 Regulated single genes in translatome versus transcriptome. Summary tables of single genes, which were significantly up- or down-regulated (p = 0.05, multiple comparison adjusted t-test) in the transcriptome compared to the translatome in wild-type and rcm1 knock-out yeast with and without oxidative stress.

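Each sheet of the table gives the genes of a genotype and time with their log2 fold change, which is positive where a gene is higher in polysomal than in total RNA. Of the genes on the sheets, 105 of 122 were also called here in wt cells at 0 min, 212 of 229 at 30 min and 847 of 879 at 90 min. For *rcm1*-knockout cells, 436 of 472 were called here at 0 min, 214 of 236 at 30 min and 190 of 211 at 90 min. The genes that could be matched by their systematic names had the same direction in every condition, and their log2 fold changes correlated with those computed here at r = 0.992 to 0.998 across genes. The numbers after each "of" are the paper's.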

Supplementary Data 2 Overlap of regulated genes under different conditions. Table summarizing single genes, which were commonly regulated under different oxidative stress conditions and genotypes (see corresponding Figure 7b-e).

Supplementary Data 3 Regulated gene sets in translatome versus transcriptome. Summary tables of gene sets, which were significantly (FDR < 25%, gene set enrichment analysis) upor down-regulated in the transcriptome compared to the translatome in wild-type and *rcm1* knockout yeast with and without oxidative stress.

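Gene set enrichment asks whether the genes of a set lie nearer to an end of the ranked list of all genes than sets of the same size drawn at random. A positive score means that a set lies towards genes with higher TE and a negative score that it lies towards genes with lower TE. The paper tested sets of GO biological process terms. The values given beside the Results come from 12 lists written by hand, so a list and a GO term of like name do not hold the same genes. The list of the 23 genes encoded in mitochondrial DNA had an NES of −1.86, −2.51 and −2.08 in wt cells and of −2.46, −2.45 and −2.68 in *rcm1*-knockout cells at 0, 30 and 90 min.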

## Figures and Tables

**Figure 1:**
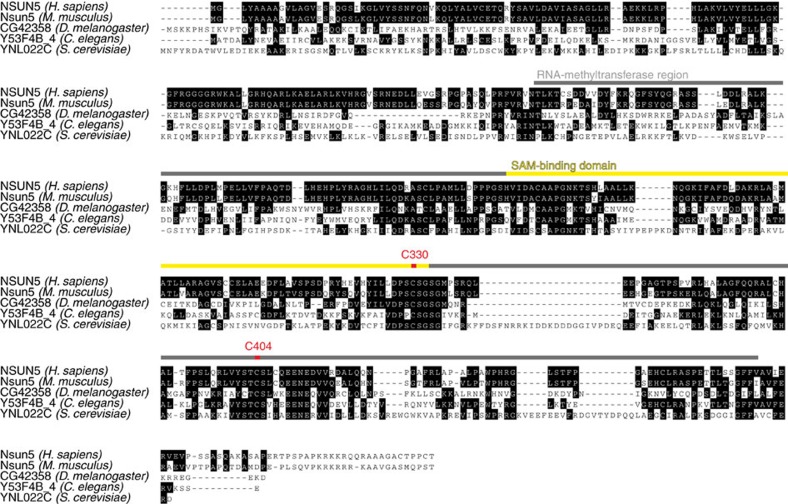
NSUN5 is conserved from yeast to humans. Multiple protein sequence alignment of NSUN5 orthologues from *S. cerevisiae*, *C. elegans*, *D. melanogaster*, mice and humans. Identities are marked with black boxes and functional domains are highlighted.

**Figure 2:**
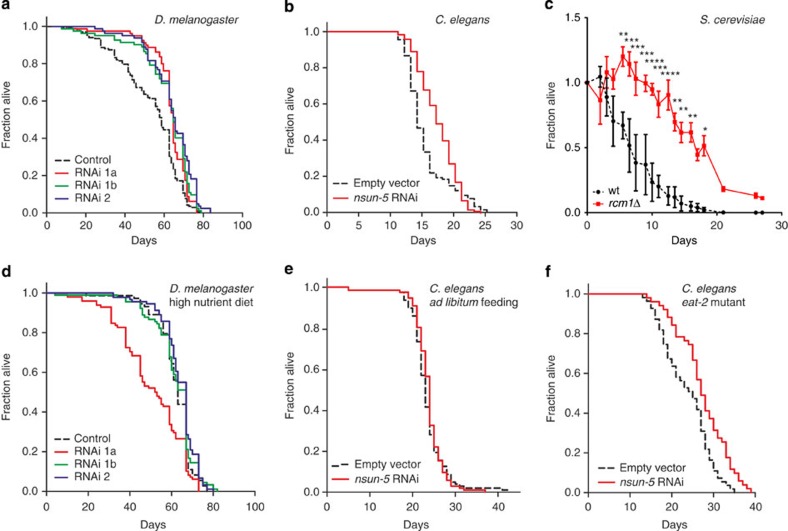
NSUN5 modulates animal lifespan depending on feeding conditions. (**a**) Two individual RNAi constructs of *dNsun5* extend the lifespan of *D. melanogaster* in three RNAi lines (average *N* per group=78, log-rank with Holm–Sidak pairwise comparisons, *P*<0.001 for all three constructs). (**b**) *nsun-5* RNAi in *C. elegans* NL2099 results in increased lifespan (*N*=335, log-rank, *P*<0.001). (**c**) Deletion of *RCM1* in haploid *S. cerevisiae* increases chronological lifespan in water. Error bars represent s.e.m. of three biological replicates (multiple comparison adjusted two-way ANOVA with Sidak post test, *α*=0.05, **P<0.01, ***P<0.001, ****P<0.0001). (**d**) *D. melanogaster* lifespan is not extended by two different *dNsun5* RNAi constructs in three different lines using high yeast and sugar diet (average *N* per group=84, log-rank not significant except RNAi 1a versus control *P*=0.01). (**e**) *nsun-5* RNAi in NL2099 *C. elegans* does not result in increased lifespan when *ad libitum* (AL) fed (average *N* per group=120, log-rank not significant). (**f**) The lifespan of DA1116 harbouring an *eat-2* mutation is further extended by *nsun-5* RNAi (average *N* per group=120, log-rank *P*=0.001).

**Figure 3:**
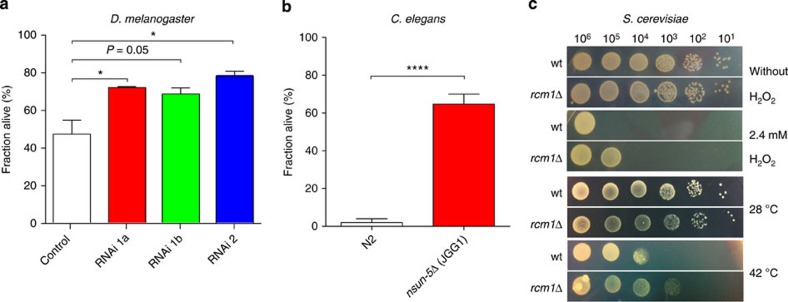
Reduced availability of NSUN5 increases stress resistance of model organisms. (**a**) Flies harbouring two individual RNAi constructs of *dNsun5* in three lines show increased survival compared with control, when subjected to heat shock (4 h at 37 °C, *N*=100, two biological replicates, one-way ANOVA with Dunnett’s post test, *α*=0.05, *P<0.05). Error bars represent s.e.m. (**b**) *nsun-5* mutant worms (JGG1) subjected to 20 mM paraquat treatment for 3 days show significantly increased resistance to the drug (four plates with 30 worms each per genotype, two-sided Student’s *t*-test, ****P<0.0001). Error bars represent s.e.m. (**c**) Yeast serial dilution growth assays demonstrate increased resistance of *rcm1Δ* cells to H_2_O_2_ (upper panel) and to heat shock (lower panel). Uncropped pictures of the entire plates are given in Supplementary Fig. 5.

**Figure 4:**
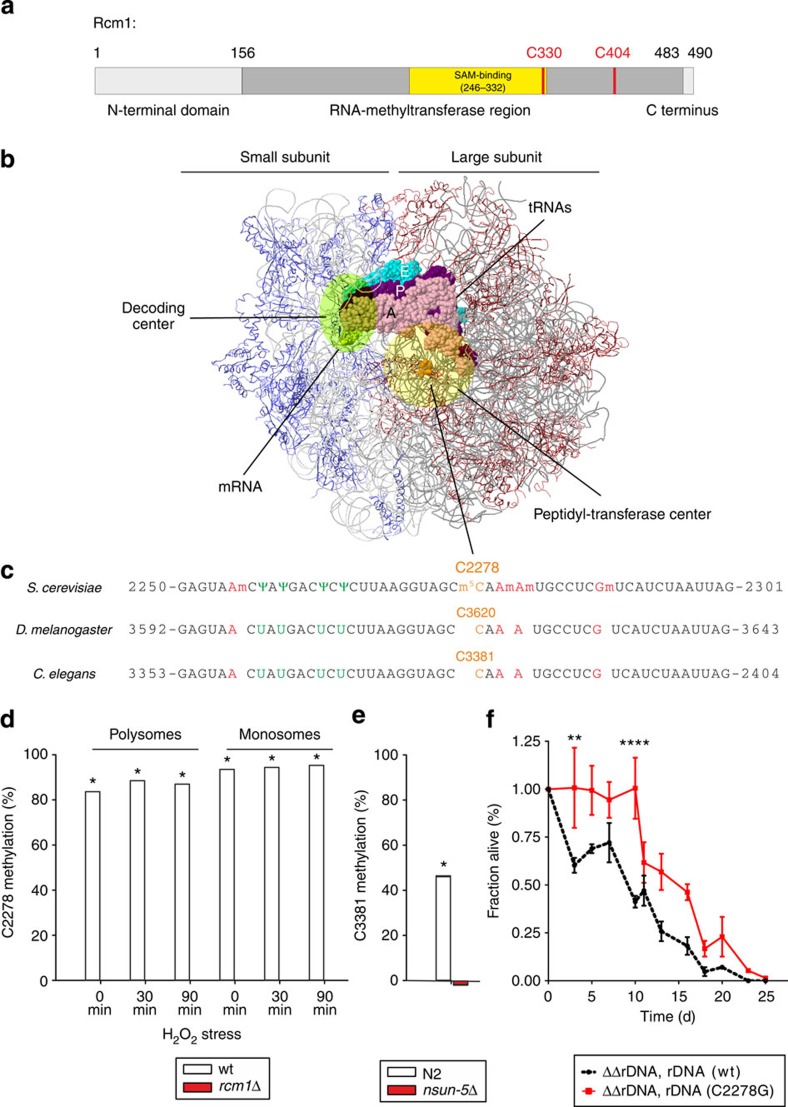
The conserved m^5^C-rRNA methyltransferase activity of Rcm1 mediates lifespan extension. (**a**) Rcm1 is a protein of 490 amino acids harbouring an RNA methyltransferase domain with two highly conserved cysteines, C330 and C404, which are predicted to participate in the catalysis of methyl transfer. (**b**) Model of the yeast ribosome with functional elements. The large and small ribosomal subunits, RPs of the SSU in blue and of the LSU in red, are shown assembled on the mRNA, the tRNAs in the aminoacyl site (A, pink), in the peptidyl site (P, magenta) and in the exit site (E, cyan) are depicted, and cytosine 2278 (C2278) of the 25S rRNA in vicinity of the peptidyltransferase centre is highlighted in orange. (**c**) 25S rRNA sequence tract, nucleotide 2251 to 2300, harbours a series of highly conserved modified nucleotides, pseudouridinylations in green and guanine and adenine base methylations in red, and the single m^5^C-methylation in orange. This region is 100% conserved from *S. cerevisiae* to *C. elegans* and *D. melanogaster*. (**d**,**e**) Bisulfite sequencing of wt yeast cells detects C2278 methylation in rRNA isolated from ribosomal fractions independent of oxidative stress. Deletion of *rcm1* resulted in a complete lack of cysteine C2278 methylation under all conditions tested (**d**). Bisulfite sequencing of N2 wt *C. elegans* confirms conservation of C3381 m^5^C-methylation, while deletion of *nsun-5* resulted in a complete lack of this modification (**e**). Displayed values represent fraction of C2278/C3381 methylation minus average fraction of unconverted Cytosines except C2278/C3381 as unspecific background. Grubbs’ Test at *α*=0.01 was performed on all Cytosines in the sample and asterisk * marks samples with C2278/C3381 identified as significant outlier. (**f**) Deletion of ribosomal DNA in haploid *S. cerevisiae* and rescue with unmethylatable rDNA (C2278G) on a plasmid increases chronological lifespan in SC compared with wt rDNA (wt). Error bars represent s.e.m. of three biological replicates (multiple comparison adjusted two-way ANOVA with Sidak post test, *α*=0.05, **P<0.01, ****P<0.0001).

**Figure 5:**
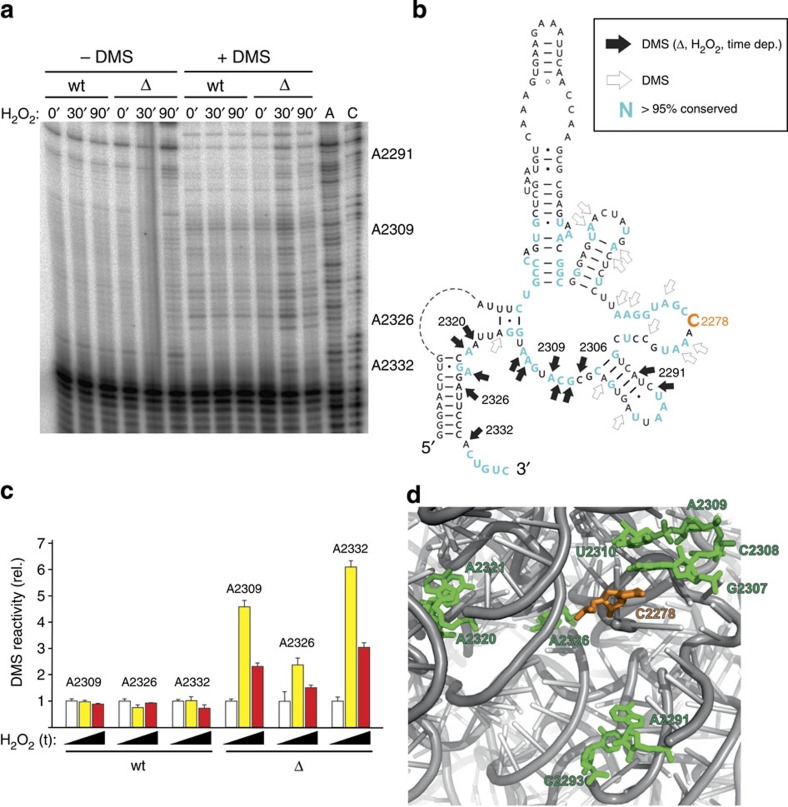
Loss of Rcm1 leads to structural changes of rRNA on oxidative stress. (**a**) Primer extension analysis of 25S rRNA of DMS-treated ribosomes. Ribosomes from wt and *rcm1*-knockout cells (Δ) were treated with H_2_O_2_ for 0, 30 or 90 min and subsequently analysed for DMS-reactive adenosines and cytidines. Note that the reverse transcriptase stops one nucleotide 3′ of the modified nucleobase. A and C denote dideoxy-sequencing lanes of untreated 25S rRNA and serve as marker for identifying DMS-reactive sites at the nucleotide resolution level. The positions of some DMS-reactive adenosines are indicated on the right. (**b**) Secondary structure diagram of the 25S rRNA region surrounding position C2278 (orange). DMS-reactive sites that change their reactivity only in the knockout strain during stress in a time-dependent manner are indicated by solid arrows. Additional positions that can be modified by DMS but do not show a differential pattern are indicated by open arrows. Nucleobases that are universally conserved (>95% conservation) in all three domains of life as well as in chloroplasts and mitochondria are highlighted in cyan. (**c**) Quantification of the DMS reactivity at selected rRNA positions in wt and *rcm1*-knockout (Δ) cells. The primer extension stop intensities of DMS-reactive nucleobases in the absence of H_2_O_2_ was taken as 1.0 and compared with the corresponding bands in ribosomes treated with H_2_O_2_ for 0 (white bars), 30 min (yellow bars) or 90 min (red bars). Values shown represent the mean and the s.d. of three independent DMS-probing experiments. (**d**) Three-dimensional representation of the structural proximity of C2278 (shown in orange) with DMS-reactive residues that showed a temporal enhanced accessibility after 30 min of H_2_O_2_ stress (green). The three-dimensional architecture was generated from pdb file 35UI.

**Figure 6:**
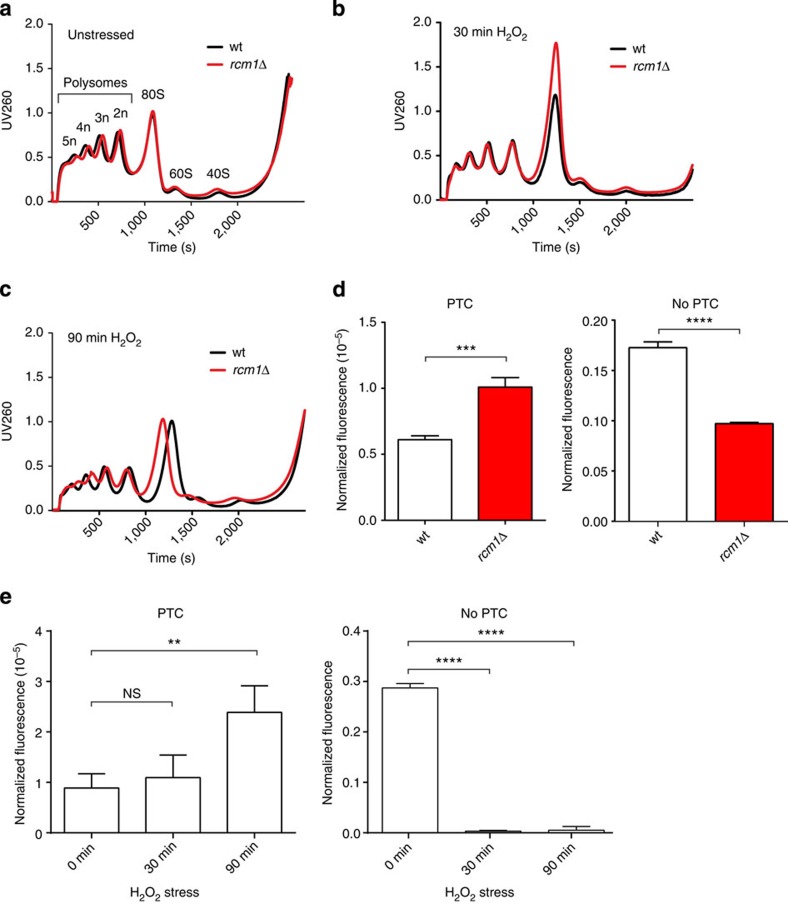
Rcm1 mediates changes in ribosome profiles and stop codon read-through. Ribosomal profiles provide a snapshot of the translational status and are obtained by UV260-tracing of polysomes, single 80S ribosomes and free LSU and SSU populations, respectively, separated on a continuous sucrose gradient. (**a**) Loss of Rcm1 does not alter the ribosomal profile representing bulk translation. (**b**) Both in wt and Rcm1-deficient cells, 30 min H_2_O_2_ stress induces a shift in ribosomal profile subpopulations, with decrease of polysomes and increase of 80S. (**c**) After 90 min of H_2_O_2_ exposure, the decrease in polysome population remains, with the 80S peak recovering to a wt-like recording. (**d**,**e**) Loss of Rcm1 (**d**) as well as oxidative stress (**e**) significantly promote reading through a PTC mutation within a FF reporter construct (*N*=6, two-sided Student’s *t*-test **P<0.01, ***P<0.001, ****P<0.0001). FF luminescence, representing PTC read-through, was normalized to REN luminescence, representing transfection efficiency. Reporter luminescence without a PTC and normalized as above is also shown (no PTC). In this case, Rcm1 deletion and oxidative stress decrease normalized reporter luminescence.

**Figure 7:**
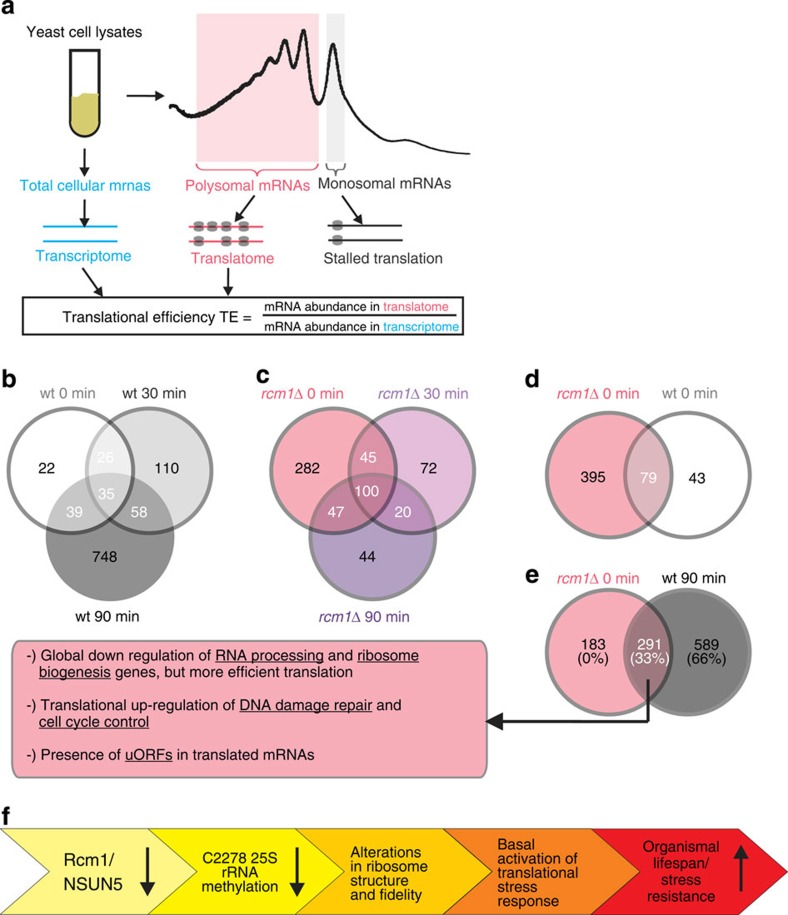
Stress-responsive mRNA translation is constitutively activated on loss of Rcm1. (**a**) Diagrammatic representation of genome-wide translational profiling. Expressed total mRNAs (transcriptome) and actively translated mRNAs within polysomes (translatome) were isolated from whole yeast cell lysates and analysed on microarrays in biological duplicates. TE is the ratio of the expression of a specific gene in the translatome versus the transcriptome. (**b**–**e**) Venn diagrams comparing the number of genes, which are differentially translated under different oxidative stress conditions and genotypes (*P*<0.05, log2(TE)>1.5 or <−1.5). wt and *rcm1* knockout (*rcm1Δ*), as well as unstressed (0 min), 30 and 90 min H_2_O_2_ (0.4 mM) are depicted. Most of the genes differentially translated on *rcm1* knockout are also regulated on 90 min of oxidative stress in wt. (**f**) We hypothesize that the availability of Rcm1, and thus C2278 methylation levels, modulate lifespan. In this scenario, the reduced availability of Rcm1 causes reduction of C2278 methylation and structural alterations in the adjacent rRNA region. This alters the translational fidelity accompanied by mRNA recruitment in a similar fashion to oxidative stress, leading to increased stress resistance and lifespan.

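At the threshold of this legend, a log2 TE beyond 1.5 in either direction, 22 genes were called in wt cells at 0 min, 48 at 30 min and 214 at 90 min. For *rcm1*-knockout cells, 82 genes were called at 0 min, 35 at 30 min and 28 at 90 min. Unstressed wt and *rcm1*-knockout cells shared 14 genes, and the unstressed knockout shared 46 with wt cells at 90 min. In all 6 conditions 7 genes were called, at 30 min only in both genotypes 3, and at 90 min only in both genotypes 5.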

How the deposited data were processed for this re-analysis (not part of the article)

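Polysomal and total RNA of wt and *rcm1*-knockout yeast cells at 0, 30 and 90 min in H_2_O_2_ were measured on 24 two-colour arrays, 2 for each of 12 groups. Condition, fraction and replicate of every array were taken from the sample labels. The labels give the channels too, with the sample in Cy3 and the reference pool in Cy5. Per the file headers, the authors scanned the arrays on 3 slides and read the spots with Agilent Feature Extraction 11.0.1.1, against yeast annotation of the sacCer2 build. These deposited scanner files hold, for each spot and channel, the mean intensity and the median background intensity without any normalization. They also hold processed intensities, which the authors' software corrected for background and dye, and flags for outlying, saturated and dim spots. The log10 column of these deposited files is the ratio of reference over sample from the processed signals. The deposited table of the whole series holds log2 ratios of reference over sample, 1 per probe, which the authors normalized within and between arrays. Its sign was turned before use. The log10 column enters none of the results.

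The steps that the Methods give were repeated on the mean and background intensities in R 4.3.3 with limma 3.58.1. Background was corrected by normexp with an offset of 0, and the arrays were normalized by loess within and Aquantile between arrays. Aquantile changes the brightness and leaves the log ratios as they are. Spots that the software marked as outlying in either channel were left out, as were controls. The log2 ratios of the 2 spots of a probe were averaged, and 1 probe value on 1 array stayed missing. Of the 6256 probes, 5816 were well above background in the sample channel on at least 12 of the 24 arrays and 102 on 0. Dim probes stayed in the main setting. Reference signals were well above background for 92.2% to 95.9% of the gene spots of an array, and the median background of the sample channel was 18.5 to 21.5 intensity units.

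TE is the log2 ratio of polysomal RNA minus that of total RNA. All comparisons come from 1 linear model with a mean for each of the 12 groups, fitted by limma to the 24 arrays with the lysate as a random block. The pairing of polysomal with total RNA comes from the Methods, by which both were taken from the same lysate. The values bear out this pairing: the deviations of the 2 fractions of a lysate from their group means correlated across probes at 0.08 to 0.71 in the 6 conditions, over 0.1 in 5 of them. *P* values are two-sided and were adjusted by Benjamini and Hochberg over all probes. A gene was called when any of its probes had an adjusted *P* below 0.05 and a change of more than 2-fold, a log2 value beyond 1. Overlaps of called genes were tested by Fisher's exact test, two-sided, over the genes tested. Where the text gives ± after a log2 TE, it is the SD between the 2 lysates. Chromosomes, coordinates and gene lengths are those of release R64 of the S288C sequence. In its table of genes, 5720 of the 6225 genes on the arrays were found and 505 were not.

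Gene lists were tested with fgsea 1.28.0 on the log2 fold changes with an exponent of 1, with 1 value per gene, for lists of 5 to 1000 genes. The 12 lists are ribosome biogenesis, RNA methylation, DNA damage response, cell cycle checkpoint, H_2_O_2_ response, genes with upstream open reading frames, translation factors, genes specific for mating type a and for mating type alpha, cytoplasmic ribosomal proteins, mitochondrial ribosomal proteins and the mitochondrial genome. GO terms, which the paper used, were not analysed here. *P* values were adjusted over the lists within a comparison, and a list was called below 25%.

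Genes were named by rule. In each of the 6 conditions, these are the 2 called genes with the highest and the 2 with the lowest TE among those with the same sign in both lysates. The 2 genes with the largest rise and fall in the difference between unstressed *rcm1*-knockout and wt cells follow the same rule. Genes that the paper names for these experiments, members of lists of at most 10 genes and genes called in all 6 conditions were added.

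The calls were tested on simulated data. Ratios of the real probes were drawn with the spread and lysate correlation of these arrays, shifts were planted in 200 probes, and the recovered and false calls were counted. When raw intensities of 200 genes were raised or lowered by a log2 value of 1.5 in polysomal RNA of unstressed wt cells, the TE of these genes moved by a median of 1.52 in the planted direction.

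The alternatives tried are other background corrections and normalizations, the spots one by one, other ways to treat lysate, replicate and slide, array weights, dim probes left out, fits to the 4 arrays of a condition alone, the threshold of the legend of Fig. 7, and other tests of gene lists. Each array was also left out in turn. An alternative without the genes of chromosome IX and one with a difference between replicates for each time, shared by genotypes and fractions, were added after the data were seen, as were the alternatives for TE of the H_2_O_2_ response list. Ribosome profiles, protein synthesis, methylation of ribosomal RNA and lifespan were not measured on these arrays and were not analysed here.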

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

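Of the tests given here, those of a single array, of mislabelled samples and of the copy number of chromosome IX, that of a single lysate at 30 min, the fits without chromosome IX and with a replicate difference for each time, and the tests of 90 against 0 min were chosen only after the result was seen.

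Transcripts of chromosome IX were lower in *rcm1*-knockout than in wt cells, a shift in genes that the paper does not discuss. The median log2 fold change of its 203 probes was between −0.81 and −1.01 in the 6 comparisons of the genotypes (total and polysomal RNA at 3 times). The mean of these medians was −0.89, a 1.85-fold difference, while every median of another chromosome lay between −0.11 and 0.23. Of the probes on chromosome IX, 86.7% were lower in all 6 comparisons, against 4.04% of the other nuclear probes. As both fractions moved alike, the median TE of these probes stayed between −0.16 and −0.01 in the 6 conditions. The tables argue against several technical sources. With slide as a block, the smallest of the 6 shifts was −0.79. It was −0.75 over the fits without background correction, with the signals of the scanner software and with the values that the authors processed. Over the 189 probes well above background on all arrays, the smallest shift was −0.83, so that signal near background is not the source. Nor does a single array carry the shift, since the lowest median of a wt array lay 0.56 above the highest of a knockout array. Mislabelled samples are not seen, since chromosome IX and RCM1 part all 24 arrays into the same genotypes. A candidate explanation is a difference in the copy number of chromosome IX between the strains. Such a difference moves both arms, and the mean of the 6 medians was −0.90 over 163 probes of the left arm and −0.86 over 40 probes of the right arm. The Methods describe both strains as haploid. A haploid cell has no copy to spare, so under this description an additional copy would lie in wt cells. DNA and the ploidy of the cultures were not measured on these arrays, so that this stays open. An effect of the loss of Rcm1 on the transcripts of this chromosome stays open as well and was not tested, as the knockout arrays hold 1 strain.

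The difference between the genotypes changed with time, by a test of the change itself between 0 and 90 min. This test called 310 genes in polysomal RNA (101 higher and 209 lower) and 49 in total RNA (4 higher and 45 lower). In TE, limma called 0 genes, with 718 at an unadjusted *P* below 0.05. The list of cytoplasmic ribosomal proteins fell most, with an NES of −3.47 in polysomal RNA (adjusted *P* = 4.47e-56, median log2 change −1.70) and −3.45 in total RNA (adjusted *P* = 3.69e-81, median −1.61). In polysomal RNA, 1 gene was called between the genotypes at 0 min and 991 at 90 min. With slide as a block, 975 were called at 90 min, and without chromosome IX 880. With a single array left out, the count was between 510 (without replicate 2 of wt) and 880, and it was 587 without replicate 1 of the knockout. At 0 min, it was 1 or 2. In total RNA, 22 genes were called at 0 min and 402 at 90 min. With any of the 4 arrays left out, the count at 0 min was 1, and at 90 min it was 128 without replicate 2 of wt and 216 without replicate 2 of the knockout. With a replicate difference fitted for each time, 48 genes of polysomal and 98 of total RNA were called at 0 min, and 588 of total RNA at 90 min. The slide, a single array and the genes of chromosome IX themselves are thus not the sources of the rise. Leaving out these genes cannot exclude an effect of a difference in copy number on genes of other chromosomes. A larger or longer stress response in the *rcm1* knockout would make the difference at 90 min resemble the response of wt cells between 0 and 30 min. Across genes, the correlation between them was 0.11 in polysomal and 0.15 in total RNA, and with the response of the knockout itself 0.06 and 0.14. These correlations are too small to bear such a response out and too large to exclude it. In polysomal RNA, some lists changed in this test as in wt cells between 0 and 90 min, such as the H_2_O_2_ response (NES 2.24) and ribosome biogenesis (NES −3.17). Others changed the opposite way, such as genes of mating type a (NES −1.85) and of DNA damage (NES −1.26). Such a response thus cannot be told apart from another effect of the genotype. How the loss of Rcm1 acts on these genes at 90 min was not tested.

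At 30 min, the TE of the 137 genes of cytoplasmic ribosomal proteins differed between the genotypes by a test of the difference (NES −2.94, adjusted *P* = 3.15e-22, median −0.34, lower in the knockout for 116 genes). Neither camera with an estimated correlation nor fry called this difference. Slide and paralogs are not the source. With slide as a block, the NES of TE in the knockout was −2.39, against −2.65 in the main setting. The 20 genes of the list without a paralog had a median TE of −0.72 in replicate 2. A single lysate may be the source, since without the polysomal array of replicate 2 of the knockout the NES turned to 2.00 in the knockout and to 2.70 in the difference. Gene length cannot be told apart from an effect on these genes. In replicate 2, their median TE was −0.81 and that of other genes of the same length −0.44, which leaves −0.37 to the list. Over both lysates, the medians were −0.33 and −0.26. An effect of the loss of Rcm1 on these mRNAs under stress stays open and was not tested.

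The TE of the 181 genes of ribosome biogenesis differed between the genotypes in opposite directions at 0 and 90 min. It was higher in the knockout at 0 min (NES 3.31, median 0.41, 155 of 181 genes) and lower at 90 min (NES −2.97, median −0.40, 145 of 181 genes). The test of the change gave an NES of −3.22 (adjusted *P* = 9.47e-32, median −0.69). With each of 16 arrays left out in turn, it was between −3.38 and −2.97 and the list stayed called, with adjusted *P* values of at most 1.17e-23. With slide as a block, it was −3.61. Other genes of the same length changed by a median of −0.04, so that −0.65 is left to the list. A single array, the slide and gene length are thus not the source. By camera with an estimated correlation and by fry, neither the difference at 0 min nor that at 90 min was called. That the loss of Rcm1 turns the translation of these mRNAs with time in H_2_O_2_ may be put as a hypothesis, found and tested on the same arrays.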

How the results depend on the processing

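The fits without the genes of chromosome IX and with a replicate difference for each time are tests chosen only after the result was seen. In all, 100 results were computed under up to 20 alternatives, and 76 of them answer a comparison. Of 1553 values, 1339 kept their direction and their side of the threshold, or were counts within 1.5 times the main count. Another 99 lost their call, 7 gained one, 106 were counts that moved by more than 1.5 times, and 2 turned in sign. A sign that turned with neither value past the threshold was taken as kept. Of 24 genes named at TE by rule, 316 of 356 values kept their call, 40 lost it and 0 turned. With loess normalization alone, 100 of 100 results were the same, because the second normalization leaves log ratios unchanged. Analysis by GO terms was not run, as no annotation of terms was held.

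Over the alternatives to the processing, several results stayed on their side of the threshold. For ribosome biogenesis, the NES of TE was 2.47 to 2.78 in wt at 90 min, 3.03 to 3.18 in the knockout at 0 min, 3.07 to 3.63 in their difference at 0 min and −3.13 to −2.69 at 90 min. For DNA damage response, it was 1.92 to 2.03 in wt at 90 min and 1.68 to 1.95 in the knockout at 0 min. The genotypes differed at 90 min in 310 to 588 genes of total and 803 to 1193 of polysomal RNA, while leaving out the array of replicate 2 of wt lowered these counts to 128 and 510. RCM1 stayed called as lower in all 6 comparisons, and its log2 fold change in total RNA at 0 min was −7.46 to −3.62. These ranges leave out the other tests of gene lists, by some of which the lists lost their call.

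Values that moved are given by setting, with the main value in parentheses and, beside a count of 0 by limma, the genes at an unadjusted *P* below 0.05 as unadjusted. The cause was not tested unless one is given. An offset of 50 was added after background correction. The count of genes with a changed TE was 62 (129) for wt at 0 min, 137 (261) for wt at 30 min and 283 (531) for knockout at 0 min. Other counts were 139 (255) for knockout at 30 min and 123 (231) for knockout at 90 min. Tests of differences in TE called 0 (1, with 416 unadjusted) for knockout at 0 min minus wt at 0 min and 9 (0) for wt at 90 min minus wt at 0 min. Total RNA gave 22 (12) for knockout at 30 min minus wt at 30 min. Polysomal RNA gave 3 (1) for knockout at 0 min minus wt at 0 min and 15 (3) for knockout at 30 min minus wt at 30 min. Genes shared between conditions numbered 43 (92) for knockout at 0 and wt at 0 min, 174 (333) for knockout at 0 and wt at 90 min, 14 (30) for all 6 conditions and 15 (8) for 30 min alone. The NES of a list was −1.23 (−1.15) for ribosome biogenesis in TE of wt at 30 min and −1.20 (−1.08) for cytoplasmic ribosomal proteins in TE of knockout at 0 min. Next, no background was subtracted. For TE, the counts were 60 (129) for wt at 0 min, 139 (261) for wt at 30 min and 275 (531) for knockout at 0 min. The remaining counts were 131 (255) for knockout at 30 min and 119 (231) for knockout at 90 min. For differences of TE, the counts were 0 (1, with 418 unadjusted) for knockout at 0 min minus wt at 0 min and 9 (0) for wt at 90 min minus wt at 0 min. Calls in total RNA numbered 22 (12) for knockout at 30 min minus wt at 30 min. Calls in polysomal RNA numbered 6 (1) for knockout at 0 min minus wt at 0 min and 14 (3) for knockout at 30 min minus wt at 30 min. The count of shared calls was 44 (92) for knockout at 0 and wt at 0 min, 172 (333) for knockout at 0 and wt at 90 min, 14 (30) for all 6 conditions and 14 (8) for 30 min alone. Among the lists, the NES was −1.24 (−1.15) for ribosome biogenesis in TE of wt at 30 min and −1.20 (−1.08) for cytoplasmic ribosomal proteins in TE of knockout at 0 min.

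The signals processed by the scanner software took the place of the raw signals. Calls of TE numbered 253 (129) for wt at 0 min. The count for differences of TE was 0 (1, with 477 unadjusted) for knockout at 0 min minus wt at 0 min, 27 (0) for wt at 30 min minus wt at 0 min, 6 (0) for wt at 90 min minus wt at 0 min and 1 (0) for knockout at 30 min minus knockout at 0 min. In polysomal RNA, the count was 2 (1) for knockout at 0 min minus wt at 0 min. For shared calls, the counts were 140 (92) for knockout at 0 and wt at 0 min and 14 (8) for 30 min alone. The NES of a list was −1.19 (−1.30) for cytoplasmic ribosomal proteins in TE of wt at 30 min and −1.12 (−1.36) for RNA methylation in polysomal RNA of knockout at 30 min minus wt at 30 min. The values that the authors processed gave further changes. Differences of TE gave 0 (1, with 396 unadjusted) for knockout at 0 min minus wt at 0 min and 9 (0) for wt at 90 min minus wt at 0 min. Polysomal RNA gave 9 (3) for knockout at 30 min minus wt at 30 min. Shared calls numbered 59 (92) for knockout at 0 and wt at 0 min and 17 (30) for all 6 conditions. Among the lists, the NES was −1.22 (−1.15) for ribosome biogenesis in TE of wt at 30 min. The share of higher among called genes moved by more than 10 points in 2 comparisons. For TE of wt at 0 min, 19 genes were higher and 68 lower with the processed values, against 44 and 85. For total RNA of the knockout minus wt at 0 min, 4 were higher and 21 lower with the offset, against 1 and 21. The median over all genes stayed between −0.05 and 0.04 under each of these scalings.

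Replicates carry the same numbers in all groups, and polysomal and total RNA of a number share a lysate, which is the random block of the main setting. With the replicate number as a fixed block, the calls of all results stayed on their side and every count within 1.5 times. This block cannot take up a difference between replicates at 30 min alone, where they differed alike in both genotypes (r = 0.76 in total and 0.71 in polysomal RNA). With a difference between replicates of its own at each time, shared by genotypes and fractions, more genes differed between the genotypes within the fractions. Tests of differences in TE called 0 (1, with 397 unadjusted) for knockout at 0 min minus wt at 0 min. In total RNA, the count was 98 (22) for knockout at 0 min minus wt at 0 min and 84 (12) for knockout at 30 min minus wt at 30 min. Calls in polysomal RNA numbered 48 (1) for knockout at 0 min minus wt at 0 min and 72 (3) for knockout at 30 min minus wt at 30 min. The NES of a list was −0.89 (−1.89) for ribosome biogenesis in total RNA of wt at 30 min minus wt at 0 min. Without any replicate block, the counts fell more often than they rose. Genes with a changed TE numbered 54 (129) for wt at 0 min, 161 (261) for wt at 30 min, 132 (255) for knockout at 30 min and 106 (231) for knockout at 90 min. For differences of TE, the counts were 0 (1, with 120 unadjusted) for knockout at 0 min minus wt at 0 min and 0 (1, with 73 unadjusted) for knockout at 90 min minus knockout at 0 min. Total RNA gave 24 (12) for knockout at 30 min minus wt at 30 min. In polysomal RNA, the count was 15 (3) for knockout at 30 min minus wt at 30 min. Genes shared between conditions numbered 40 (92) for knockout at 0 and wt at 0 min, 14 (30) for all 6 conditions and 6 (19) for 90 min alone. With the lysate as a fixed block, only TE and its differences can be estimated, on fewer degrees of freedom. The count for differences of TE was 0 (1, with 375 unadjusted) for knockout at 0 min minus wt at 0 min, 0 (1, with 288 unadjusted) for knockout at 90 min minus knockout at 0 min and 0 (1, with 690 unadjusted) for knockout at 0 min minus wt at 90 min.

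Slide was added to the model as a fixed block, which takes degrees of freedom. The count of genes with a changed TE was 154 (261) for wt at 30 min and 17 (255) for knockout at 30 min. Differences of TE gave 0 (1, with 383 unadjusted) for knockout at 0 min minus wt at 0 min and 2 (1) for knockout at 0 min minus wt at 90 min. Calls in total RNA numbered 6 (22) for knockout at 0 min minus wt at 0 min. Polysomal RNA gave 2 (1) for knockout at 0 min minus wt at 0 min. The count of shared calls was 6 (30) for all 6 conditions, 1 (8) for 30 min alone and 32 (19) for 90 min alone. Among the lists, the NES was 1.06 (2.04) for ribosome biogenesis in TE of wt at 0 min, 0.79 (−1.38) for ribosome biogenesis in polysomal RNA of knockout at 0 min minus wt at 0 min and 1.21 (−1.30) for cytoplasmic ribosomal proteins in TE of wt at 30 min. The cause of the turned signs was not tested.

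Weights were given to arrays by their fit, from 0.25 to 3.1 and at most 0.464 at 30 min. The arrays of a group of 2 share 1 weight by construction, so that groups with close replicates weigh more. For TE, the counts were 19 (261) for wt at 30 min and 0 (255, with 735 unadjusted) for knockout at 30 min. Tests of differences in TE called 5 (1) for knockout at 0 min minus wt at 0 min, 428 (0) for wt at 90 min minus wt at 0 min and 120 (1) for knockout at 0 min minus wt at 90 min. In total RNA, the count was 157 (22) for knockout at 0 min minus wt at 0 min and 1 (12) for knockout at 30 min minus wt at 30 min. Calls in polysomal RNA numbered 53 (1) for knockout at 0 min minus wt at 0 min, 1 (3) for knockout at 30 min minus wt at 30 min and 240 (872) for knockout at 30 min minus knockout at 0 min. For shared calls, the counts were 0 (30) for all 6 conditions, 0 (8) for 30 min alone and 33 (19) for 90 min alone.

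Each TE was also fitted to its 4 arrays alone, with the lysate correlation of all arrays, which leaves few degrees of freedom. Calls of TE numbered 1 (261) for wt at 30 min, 0 (255, with 720 unadjusted) for knockout at 30 min and 2 (231) for knockout at 90 min. Spots were tested one by one with the same lysate correlation, and a gene was called by any of its spots. For differences of TE, the counts were 1 (0) for knockout at 90 min minus wt at 90 min, 2 (0) for wt at 30 min minus wt at 0 min, 2 (1) for knockout at 90 min minus knockout at 0 min and 2 (1) for knockout at 0 min minus wt at 90 min. Total RNA gave 12 (22) for knockout at 0 min minus wt at 0 min. In polysomal RNA, the count was 2 (1) for knockout at 0 min minus wt at 0 min. Dim probes were left out. The count for differences of TE was 0 (1, with 377 unadjusted) for knockout at 0 min minus wt at 0 min. Without chromosome IX, the counts fell as its genes were not tested. Calls in total RNA numbered 1 (22) for knockout at 0 min minus wt at 0 min and 1 (12) for knockout at 30 min minus wt at 30 min. Polysomal RNA gave 1 (3) for knockout at 30 min minus wt at 30 min.

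With the threshold of the legend of Fig. 7, a log2 TE beyond 1.5, all counts fell by construction. Genes with a changed TE numbered 22 (129) for wt at 0 min, 48 (261) for wt at 30 min and 214 (935) for wt at 90 min. Further counts were 82 (531) for knockout at 0 min, 35 (255) for knockout at 30 min and 28 (231) for knockout at 90 min. Shared calls numbered 14 (92) for knockout at 0 and wt at 0 min, 46 (333) for knockout at 0 and wt at 90 min and 7 (30) for all 6 conditions. Other counts were 3 (8) for 30 min alone and 5 (19) for 90 min alone. With lists called at an adjusted *P* below 0.05, fewer passed by construction, and these lost their call with an unchanged NES. The NES was −1.38 for ribosome biogenesis in polysomal RNA of knockout at 0 min minus wt at 0 min, −1.30 for cytoplasmic ribosomal proteins in TE of wt at 30 min, 1.43 for cell cycle checkpoint in TE of knockout at 0 min and −1.36 for RNA methylation in polysomal RNA of knockout at 30 min minus wt at 30 min.

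Other tests of the lists called fewer of them. At an adjusted *P* below 0.25, 3 of 37 results on lists lost their call by camera with its preset correlation, 29 with an estimated correlation and 19 by fry, and 2 gained one by fry. Both camera with an estimated correlation and fry take the correlation between genes into account, which fgsea does not, and whether this is the cause was not tested. For each result that changed, the adjusted *P* is given by the 3 tests in this order, so that its range over them can be read. For ribosome biogenesis, it was 1.61e-07, 0.64 and 0.0595 in TE of wt at 90 min, then 2.8e-11, 0.607 and 0.0432 in TE of knockout at 0 min, then 0.0337, 0.962 and 0.66 in TE of wt at 0 min. It was also 0.000294, 0.969 and 0.484 in TE of knockout at 30 min, then 0.00605, 0.833 and 0.552 in TE of knockout at 90 min, then 0.00341, 0.909 and 0.519 in total RNA of wt at 30 min minus wt at 0 min. Next, it was 3.43e-12, 0.544 and 0.0595 in total RNA of wt at 90 min minus wt at 0 min, then 5.93e-15, 0.659 and 0.55 in total RNA of knockout at 0 min minus wt at 0 min, then 3.67e-09, 0.786 and 0.218 in polysomal RNA of wt at 30 min minus wt at 0 min. Further values were 0.0168, 0.737 and 0.289 in polysomal RNA of wt at 90 min minus wt at 0 min, then 0.575, 0.992 and 0.973 in polysomal RNA of knockout at 0 min minus wt at 0 min, then 5.79e-12, 0.96 and 0.904 in TE of knockout at 0 min minus wt at 0 min. Then it was 1.35e-08, 0.643 and 0.475 in TE of knockout at 90 min minus wt at 90 min. For cytoplasmic ribosomal proteins, it was 0.844, 0.943 and 0.919 in TE of wt at 30 min, then 7.1e-05, 0.969 and 0.484 in TE of knockout at 30 min, then 6.91e-07, 0.719 and 0.728 in TE of knockout at 30 min minus wt at 30 min. It was also 0.548, 0.991 and 0.951 in TE of wt at 0 min, then 0.0341, 0.996 and 0.433 in TE of wt at 90 min, then 3.73e-05, 0.833 and 0.337 in TE of knockout at 90 min. For DNA damage response, it was 0.000111, 0.64 and 0.00483 in TE of wt at 90 min, then 0.000634, 0.607 and 0.023 in TE of knockout at 0 min, then 0.0394, 0.915 and 0.346 in TE of wt at 0 min. For cell cycle checkpoint, it was 0.0089, 0.64 and 0.0024 in TE of wt at 90 min, then 0.0786, 0.607 and 0.023 in TE of knockout at 0 min. For RNA methylation, it was 0.027, 0.659 and 0.55 in total RNA of knockout at 0 min minus wt at 0 min, then 0.0322, 0.942 and 0.941 in total RNA of knockout at 30 min minus wt at 30 min, then 6.68e-07, 0.35 and 0.0299 in total RNA of knockout at 90 min minus wt at 90 min. It was also 0.145, 0.853 and 0.796 in polysomal RNA of knockout at 30 min minus wt at 30 min, then 3.63e-07, 0.325 and 0.0034 in polysomal RNA of knockout at 90 min minus wt at 90 min. For uORF, it was 0.547, 0.64 and 0.00483 in TE of wt at 90 min, then 0.512, 0.607 and 0.011 in TE of knockout at 0 min.

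Each array was left out in turn, and the lone array of its group was then assumed to vary like the other arrays. For the results that changed, the lowest and highest values follow, with the array left out in parentheses by its fraction and replicate number, or the number of arrays that give the value. Counts of TE were 26 (total 1) to 84 (polysomal 2) for wt at 0 min and 188 (polysomal 1) to 533 (polysomal 2) for wt at 30 min. TE counts ranged from 69 (polysomal 2) to 868 (polysomal 1) for knockout at 30 min and 57 (total 1) to 658 (total 2) for knockout at 90 min. For differences of TE, they were 0 (7 of 8, 160 to 447 unadjusted) to 1 (wt total 0 min 1) for knockout at 0 min minus wt at 0 min, 0 (5 of 8, 107 to 1207 unadjusted) to 1 (3 of 8) for knockout at 30 min minus wt at 30 min and 0 (7 of 8, 160 to 744 unadjusted) to 1 (wt total 30 min 2) for wt at 30 min minus wt at 0 min. Further differences gave 0 (5 of 8, 475 to 1089 unadjusted) to 11 (wt polysomal 90 min 1) for wt at 90 min minus wt at 0 min, 0 (6 of 8, 149 to 1003 unadjusted) to 2 (knockout total 30 min 2) for knockout at 30 min minus knockout at 0 min and 0 (3 of 8, 141 to 255 unadjusted) to 2 (2 of 8) for knockout at 90 min minus knockout at 0 min. For differences of TE, they were 1 (5 of 8) to 2 (3 of 8) for knockout at 0 min minus wt at 90 min.

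With 1 array left out, counts of genes in total and polysomal RNA and of shared calls moved as well. In total RNA, the range was 1 (4 of 4) for knockout at 0 min minus wt at 0 min, 1 (wt 30 min 1) to 38 (wt 30 min 2) for knockout at 30 min minus wt at 30 min and 128 (wt 90 min 2) to 408 (knockout 90 min 1) for knockout at 90 min minus wt at 90 min. Total RNA further gave 481 (wt 0 min 2) to 867 (wt 30 min 2) for wt at 30 min minus wt at 0 min, 579 (wt 90 min 1) to 790 (wt 90 min 2) for wt at 90 min minus wt at 0 min and 306 (knockout 0 min 1) to 626 (knockout 30 min 2) for knockout at 30 min minus knockout at 0 min. In polysomal RNA, the range was 1 (3 of 4) to 2 (knockout 0 min 2) for knockout at 0 min minus wt at 0 min, 1 (wt 30 min 2) to 111 (knockout 30 min 1) for knockout at 30 min minus wt at 30 min and 510 (wt 90 min 2) to 880 (wt 90 min 1) for knockout at 90 min minus wt at 90 min. Polysomal RNA further gave 275 (wt 0 min 1) to 713 (wt 30 min 1) for wt at 30 min minus wt at 0 min and 294 (knockout 30 min 2) to 1753 (knockout 30 min 1) for knockout at 30 min minus knockout at 0 min. Shared calls numbered 20 (wt total 0 min 1) to 101 (knockout polysomal 0 min 1) for knockout at 0 and wt at 0 min and 6 (wt polysomal 0 min 1) to 35 (wt total 30 min 1) for all 6 conditions. Shared calls further numbered 1 (wt polysomal 30 min 1) to 16 (wt polysomal 90 min 1) for 30 min alone and 1 (knockout polysomal 90 min 1) to 114 (knockout total 90 min 2) for 90 min alone.

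With 1 array left out, the NES of these lists turned in sign, and the main value, the turned value or both were called. It ranged from −2.65 (total 2) to 2.33 (total 1) for ribosome biogenesis in TE of wt at 30 min, −0.97 (total 2) to 3.07 (total 1) for ribosome biogenesis in TE of knockout at 30 min and −3.19 (wt 30 min 1) to 0.88 (wt 30 min 2) for ribosome biogenesis in total RNA of wt at 30 min minus wt at 0 min. The NES was −2.50 (knockout 0 min 1) to 1.62 (knockout 0 min 2) for ribosome biogenesis in polysomal RNA of knockout at 0 min minus wt at 0 min, −1.60 (polysomal 1) to 1.23 (polysomal 2) for cytoplasmic ribosomal proteins in TE of wt at 30 min and −3.34 (polysomal 1) to 2.00 (polysomal 2) for cytoplasmic ribosomal proteins in TE of knockout at 30 min. Its range was −3.43 (knockout polysomal 30 min 1) to 2.70 (knockout polysomal 30 min 2) for cytoplasmic ribosomal proteins in TE of knockout at 30 min minus wt at 30 min and −1.65 (knockout 30 min 1) to 0.64 (knockout 30 min 2) for RNA methylation in polysomal RNA of knockout at 30 min minus wt at 30 min. These lists lost or gained a call, and where their sign turned, neither value was called. They gave 1.07 (total 2) to 2.67 (total 1) for ribosome biogenesis in TE of wt at 0 min, −1.31 (polysomal 1) to −0.63 (polysomal 2) for cytoplasmic ribosomal proteins in TE of knockout at 0 min and −3.00 (total 2) to −1.16 (total 1) for cytoplasmic ribosomal proteins in TE of knockout at 90 min. Their NES was −1.04 (polysomal 2) to 1.46 (polysomal 1) for DNA damage response in TE of wt at 30 min, −0.86 (total 2) to 1.48 (total 1) for cell cycle checkpoint in TE of wt at 0 min and −2.29 (knockout 30 min 1) to −0.57 (knockout 30 min 2) for RNA methylation in total RNA of knockout at 30 min minus wt at 30 min. Further ranges were −1.83 (knockout 0 min 1) to 1.09 (knockout 0 min 2) for RNA methylation in polysomal RNA of knockout at 0 min minus wt at 0 min. In the other lists tested in this way, the call stayed with any array left out. TE of the H_2_O_2_ response list was tested apart, and its calls changed with single arrays. Its NES was −2.47 (polysomal 2) to 1.85 (total 2) in the knockout at 30 min. For the knockout at 90 min minus wt at 90 min, it was −0.80 (wt polysomal 2) to 2.43 (wt polysomal 1). Of the genes named at TE, 20 of 96 values lost their call and 0 turned.

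Signal over background limits the values of dim genes. Of 6256 probes, 5816 had the sample well above background on at least 12 arrays and 102 on none. RCM1 was well above background on 0 knockout arrays and 12 wt arrays, so that its log2 fold change in total RNA at 0 min moved between −7.46 and −3.62 with the treatment of background. Without dim probes, YFR057W, YOR024W, YGL118C and YLR334C have no value of TE, as their probes were among those left out.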

Differences from the paper's values

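The test of the change from 0 to 90 min and the alternatives for the list of the response to H_2_O_2_ are tests chosen only after the result was seen. Of 11 counts of genes that the paper and its supplement state for TE and its overlaps, 0 differ from the counts given here by more than 1.5 times. For genes shared by the genotypes under stress, this holds for genes called at that time only, 8 at 30 min and 19 at 90 min. From such counts, the paper concludes that little of the response is independent of Rcm1. With calls at other times allowed, the genotypes shared 115 genes at 30 min and 185 at 90 min, the latter 80.1% of the calls in the knockout.

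The legend of Fig. 7 gives a larger threshold on TE than the text. At this larger threshold, 22, 48 and 214 genes were called in wt cells at 0, 30 and 90 min and 82, 35 and 28 in *rcm1*-knockout cells, all far below the counts in the text and figure. The counts of the main setting, at the threshold of the text, are 129, 261 and 935 in wt cells and 531, 255 and 231 in the knockout.

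The paper states that the response of *rcm1*-knockout cells to stress was blunted. In TE, fewer genes were called in the knockout under stress than without. This did not hold at 30 min without the polysomal array of replicate 1. Nor did it hold at 90 min without the total RNA array of replicate 2. Within the fractions, the knockout had more genes called against its own unstressed cells than wt in 3 of 4 comparisons, and fewer in total RNA at 30 min. At 90 min, these were 1693 against 1062 in total and 1848 against 1835 in polysomal RNA. At 30 min, they were 760 against 774 in total and 872 against 512 in polysomal RNA. With 1 array left out, 1848 fell to between 1552 and 1697 and 1835 to between 1246 and 1810. The count of 760 fell to 306 or 481 without the array of knockout replicate 1 or 2 at 0 min and to 492 without that of replicate 1 at 30 min. The count of 872 fell to 294 without the array of knockout replicate 2 at 30 min and to 440 without that of replicate 1 at 0 min, which are below 512. Without knockout replicate 1 at 30 min, it rose to 1753. The counts of wt also fell, from 774 to 481 and from 1062 to 658 without total RNA of replicate 2 at 0 min, and from 1062 to 579 without that of replicate 1 at 90 min. In polysomal RNA, 512 fell to 275 without wt replicate 1 at 0 min and to 305 without wt replicate 2 at 30 min.

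The paper states that ribosome biogenesis fell strongly in polysomal RNA on loss of Rcm1. Between unstressed knockout and wt cells, the list passed 25% (NES −1.38, adjusted *P* = 0.0873) with a median log2 fold change of −0.02, and 96 of 181 genes were lower. The NES was −2.50 without the array of knockout replicate 1, 1.62 without that of knockout replicate 2, 0.98 without that of wt replicate 2 and 0.79 with slide as a block.

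The paper states that gene sets of cytoplasmic translation fell in TE at 30 min in the knockout and not in wt cells. The list of cytoplasmic ribosomal proteins passed 25% in wt cells too (NES −1.30, adjusted *P* = 0.206). It was not called there, as in the paper, with the signals of the scanner software, by both forms of camera, by fry, at a list threshold of 0.05 and without the total RNA array of replicate 1 (NES −1.0). It turned positive with slide as a block (NES 1.21) and without the polysomal array of replicate 2 (NES 1.23).

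The paper states that RNA methylation was lower in the knockout in every comparison with wt cells. In polysomal RNA at 0 min, the list did not pass (NES −1.09, adjusted *P* = 0.613, median −0.04). It passed there without the array of knockout replicate 1 (NES −1.83) or of wt replicate 2 (NES −1.32).

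The paper infers from its profiles that mRNAs of the stress response are translated more efficiently on loss of Rcm1, without stress as well. Part of its evidence is that genes regulated in the unstressed knockout were also regulated in wt cells after 90 min. Here, 333 genes were called in both conditions, all with the same direction. The list of the response to H_2_O_2_ is another measure, with genes chosen by hand, and its TE was not called in wt cells at 90 min. The list of the response to H_2_O_2_ did not have a higher TE in unstressed knockout cells (NES −0.86, adjusted *P* = 0.804, lower for 26 of 47 genes), nor a higher TE than in unstressed wt cells (NES −1.17, adjusted *P* = 0.355, lower for 32 genes). With any array left out or with slide as a block, neither was called higher. Both were called lower with slide as a block (NES −1.29 and −2.52). The difference was also called lower without the polysomal array of wt replicate 1 (NES −1.55) or knockout replicate 2 (−1.37), or total RNA of wt replicate 2 (−1.5) or knockout replicate 1 (−1.62). At 30 min, the difference in TE from wt cells was not called (NES 1.01, adjusted *P* = 0.537). It was called higher in the knockout without the polysomal array of wt replicate 2 (NES 2.10) or knockout replicate 1 (2.21), without total RNA of wt replicate 1 (2.45) or knockout replicate 2 (2.63) and with slide as a block (1.47). With any of the other 4 arrays left out, it was called lower, with an NES between −2.61 (without the polysomal array of knockout replicate 2) and −1.31 (without total RNA of wt replicate 2). At 90 min, the list had a higher TE in the knockout than in wt cells (NES 1.69, adjusted *P* = 0.00795, median 0.19, 33 genes), and the change from 0 to 90 min in this difference was called higher too (NES 1.63, adjusted *P* = 0.0125, median 0.38). The difference at 90 min was not called without the polysomal array of wt replicate 2 (NES −0.80), without total RNA of wt replicate 1 (0.81) or knockout replicate 1 (1.17) and with slide as a block (1.20). By the 2 forms of camera and by fry, its adjusted *P* was between 0.22 and 0.887. The change was not called without the polysomal array of wt replicate 2 (NES 0.77) or total RNA of wt replicate 1 (1.03) or knockout replicate 1 (1.1), all at 90 min.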

Other observations

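Of the tests given here, the 4 on the replicates at 30 min and those of a shared TE profile and of slide at 0 min were chosen only after the result was seen.

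The replicates at 30 min differed from each other in the stress response. The median log2 ratio over the reference pool of 47 genes of the response to H_2_O_2_ was between −0.63 and −0.44 on the 4 arrays of replicate 1 at 30 min and between 0.65 and 0.82 on those of replicate 2, in both genotypes and fractions. Without H_2_O_2_, it was between −2.68 and −2.14 on all arrays. Slide is not the source, as total RNA of the knockout differed by 1.27 between replicates on the same slide. An exchange of the labels of 0 and 30 min is not seen either, as the lowest array at 30 min lay 1.51 above the highest at 0 min. For the labels of 30 and 90 min, an exchange in 1 replicate would bring the replicates closer over all genes. It raised the mean squared difference within the pairs of replicates by a factor of at least 1.82, in each genotype and fraction. Some values go with an exchange. In wt replicate 2, the list was lower at 90 min (−0.50 and −0.04) than at 30 min, and TE in the knockout correlated at 0.72 and 0.71 with the labels exchanged, against 0.44 and 0.57 as they are. TE in wt cells did not, with 0.02 and 0.78 against 0.36 and 0.87. An exchange of 30 and 90 min would also leave the replicates of the knockout apart at 1 of these times, with a list between −0.63 and −0.49 in replicate 1 labelled 30 min and at 0.52 or above in the other knockout arrays under stress. A difference between the days of the cultures may be the source. The difference between replicates correlated across genes between wt and the knockout at r = 0.76 in total and 0.71 in polysomal RNA at 30 min, against 0.01 and 0.14 at 0 min and −0.17 and −0.06 at 90 min. What differed between these days was not tested.

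At 0 min, more genes had a changed TE in *rcm1*-knockout than in wt cells, while 1 gene passed the test of the difference, and 0 to 1 with a single array left out. With slide as a block, the count of the knockout was 3.98 times that of wt, so that slide is not the source of the larger count. Leaving out the total RNA array of replicate 1 of wt lowered the count of wt from 129 to 26. Low power of the test of the difference may be part of the source. The median sizes of TE in the genes called in the knockout alone differed by 0.55 between the genotypes, and simulated differences of this size were recovered for 0% of 439 genes at the adjusted *P* alone. A shared TE profile near the threshold may be the other part, since 438 of these genes had the same sign in wt cells. A wider TE in the knockout through the loss of Rcm1 stays open and was not tested, with an SD over genes of 0.588 against 0.435 in wt cells.

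TE rose with gene length in some lysates and not in others. The Spearman correlation over genes was between −0.10 and 0.58 in the 12 lysates, and between −0.10 and 0.31 in wt cells at 0 and 30 min. The highest value was that of replicate 2 of the knockout at 30 min. At a fixed distance of the probe from the 3′ end, over 5748 probes, it stayed at 0.58 there, and without genes of ribosomal proteins at 0.57. Neither is thus the source, and a biological explanation was not tested. Lysates of the same group differed, with 0.03 in replicate 1 of the knockout at 30 min and −0.01 and 0.31 in unstressed wt cells.

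The list of 69 mitochondrial ribosomal proteins was called with a lower TE in all 6 conditions. Its NES was between −2.21 (knockout at 30 min, adjusted *P* = 1.67e-06, lower for 53 genes) and −1.34 (wt at 30 min, adjusted *P* = 0.206, lower for 37 genes). At 30 min, the lower TE lay mainly in replicate 2. The list medians of replicate 1 and 2 were 0.15 and −0.35 in wt cells and −0.08 and −0.74 in the knockout. In wt replicate 1 at 30 min, 42 genes were positive. Between the genotypes, the list was not called at 0 min (NES −0.62, adjusted *P* = 0.989). It was lower in the knockout at 30 min (NES −2.09, adjusted *P* = 2.95e-05, 57 genes) and higher at 90 min (NES 2.24, adjusted *P* = 2.68e-06, 48 genes).

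At 90 min, the 8 genes specific for mating type a were all lower in the knockout than in wt cells, in total RNA (NES −1.95, adjusted *P* = 1.64e-05, median log2 fold change −1.26) and in polysomal RNA (NES −1.91, adjusted *P* = 0.000767, median −1.81). Of them, MFA1 was called lower in total RNA (log2 fold change −1.80, adjusted *P* = 0.00231), as were ASG7 (−1.97, adjusted *P* = 0.0398) and BAR1 of chromosome IX (−2.19, adjusted *P* = 0.000112). The list of the response to H_2_O_2_ was higher in the knockout at 90 min, in total RNA (NES 1.94, adjusted *P* = 0.000789, median 0.43, 35 of 47 genes) and in polysomal RNA (NES 2.23, adjusted *P* = 5.23e-06, median 0.61, 30 of 47 genes). The medians of both lists kept their sign under every background correction and normalization tried.

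Of the genes to which the paper normalized its quantitative PCR, ACT1 and TDH3 were lower in polysomal RNA of the knockout at 90 min (log2 fold change −1.36 and −1.01, adjusted *P* = 0.00754 and 0.0345), and TUB1 was not called (−0.50, adjusted *P* = 0.0985). The sign held under every background correction and normalization tried. In total RNA of unstressed cells, ACT1, TDH3 and TUB1 differed by 0.01, 0.10 and 0.30 (adjusted *P* = 0.997, 0.93 and 0.656), where the sign for ACT1 turned with the signals of the scanner software (−0.04) and with the values that the authors processed (−0.02). TRM112 did not differ there (0.08, adjusted *P* = 0.947).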
